# Deciphering the Impact of AKT1 Pathogenic Variants in Juvenile Granulosa Cell Tumors Using a *Drosophila* Model

**DOI:** 10.1016/j.mcpro.2025.101466

**Published:** 2025-11-13

**Authors:** Reiner A. Veitia, Laetitia Herman, Bérangère Legois, Sandra Claret, Alain Zider, Anne-Laure Todeschini

**Keywords:** Juvenile granulosa cell tumors (GCTs), in-frame duplication, Drosophila model, RNA-Seq and mass spectrometry

## Abstract

Juvenile-type granulosa cell tumors (JGCTs) manifest during the prepubertal period as precocious pseudo-puberty and/or dysmenorrhea. We have previously identified pathogenic variants in AKT1 in JGCTs. This study aims to understand how these variants affect cellular function at the phenotypic and molecular levels using a *Drosophila* model. Transgenic *Drosophila* models expressing WT AKT1 and four pathogenic variants were created under the control of tissue-specific promoters. Phenotypic effects were studied by assessing *Drosophila* wings for cell division and growth using wing surface and trichome density and ovarian follicular cells were examined for subcellular localization and morphology. Molecular analyses included mass spectrometry to identify differentially expressed proteins (DEPs) and phospho-peptides, along with RNA-Seq to characterize transcriptomic changes. Wings expressing mutated AKT1 showed increased surface area and reduced trichome density, indicating larger cells. In ovarian follicular cells, WT AKT1 localized primarily to the cytoplasm, while mutated AKT1 variants were associated with the plasma membrane, leading to morphological abnormalities and increased cell size. Mass spectrometry revealed numerous DEPs and phospho-peptides, highlighting changes in pathways such as glycolysis and Rho GTPase signaling. Transcriptomics demonstrated a clear gain of function for mutated AKT1 in activating a subset of genes. However, several genes upregulated by WT AKT1 were less effectively activated by the mutants, indicating a potential loss-of-function in transcriptional regulation for this subset, revealing an unexpected mechanistic complexity. Network analysis of interactions involving DEPs, phosphorylated proteins, and transcription factors suggests these elements mediate the observed proteomic and transcriptional alterations. Taken together, the results underscore the utility of *Drosophila* models in unraveling the biological relevance of AKT1 pathogenic variants in cancer.

## Highlights

• Pathogenic AKT1 variants found in juvenile granulosa tumors were introduced into a *Drosophila* model.
• AKT1 variants cause abnormal cell growth, polarity defects and morphological alterations in tissues.
• Mass spectrometry revealed specific proteomic signatures associated with mutant AKT1 activity.
• Transcriptomics revealed unexpected gain-of-function and loss-of-function effects for distinct gene sets.
• Network analysis linking DEPs, phosphoproteins, and TFs, highlight AKT1 as key cancer driver.

Sex cord stromal tumors involve granulosa, theca or stromal cells of the ovary. Ovarian granulosa cell tumors (GCTs) are the most common frequent ones and represent up to 8% of all ovarian tumors (1, 2). Five percent of GCTs occur in the prepubertal period. Such Juvenile-type GCTs (JGCTs) are often revealed by precocious pseudo-puberty and/or dysmenorrhea (3). Most JGCTs are detected at early stages but recurrence and advanced-stage tumors are possible (4). The study by Kalfa *et al*. reported the presence of activating somatic pathogenic variants of *Gαs* in one-third of the JGCTs analyzed, which might lead to a constitutive activation of mitogenic follicle-stimulating hormone receptor signaling (5). In previous studies, we searched for pathogenic variants in the genes coding for the serine/threonine protein kinases AKT1, AKT2, and AKT3 in a series of JGCTs negative for *GαS* pathogenic variants. We were able to show that more than 60% of the JGCT samples harbored in-frame duplications within *AKT1*, leading to its strong activation (6, 7). Single nucleotide variants in *AKT1* were also found scattered along the coding sequence in duplication-negative tumors. However, their status as drivers of tumorigenesis is not clear. Finally, a transcriptome-wide mutational analysis of four tumor samples failed to reveal any common pathogenic variants other the tandem duplications suggesting that the latter are major driver events in JGCT pathogenesis.

AKT is a crucial effector of PI3K signaling. AKT proteins regulate cell survival, metabolism, migration, growth and proliferation, and other critical cellular functions. As outlined above, AKT activity results from the contribution of three paralogs in mammals AKT1-3. They have redundant and specific roles in mice. AKT proteins contain three main domains: the pleckstrin homology domain (PHD) located at the N terminus, a central kinase domain and a regulatory domain containing a hydrophobic motif at the C terminus. The tandem duplications we found in JGCTs affect the PHD of AKT1 (8). The PHD has two main beta sheets (Protein Data Bank structures: 1H10, 3O96, and 4EJN) and the tandem duplications affect the sixth beta strand (Fig. 1*A*). The PHD binds to phosphatidylinositol-diphosphate/triphosphate mainly localized at the plasma membrane. Transient relocalization of AKT1 to the membrane allows its phosphorylation by phosphoinositide-dependent protein kinase 1 on Thr308 and by mTOR complex 2 on Ser473. Full activation is achieved upon phosphorylation of S473 (9, 10). We also found two co-occurring substitutions Q79K and W80R located right after the beta strand affected by the duplications. Not surprisingly, Q79K activates AKT1 probably by decreasing the interaction between the PHD and the kinase domain (9, 11) and W80 is thought to interact with F469 from the hydrophobic domain to keep AKT in a closed/inactive conformation (12). The AKT1 proteins harboring the tandem duplications or the two point pathogenic variants were insensitive to serum deprivation, hyper-phosphorylated, and strongly localized at the plasma membrane in HeLa cells (6, 7).

**Fig. 1:**
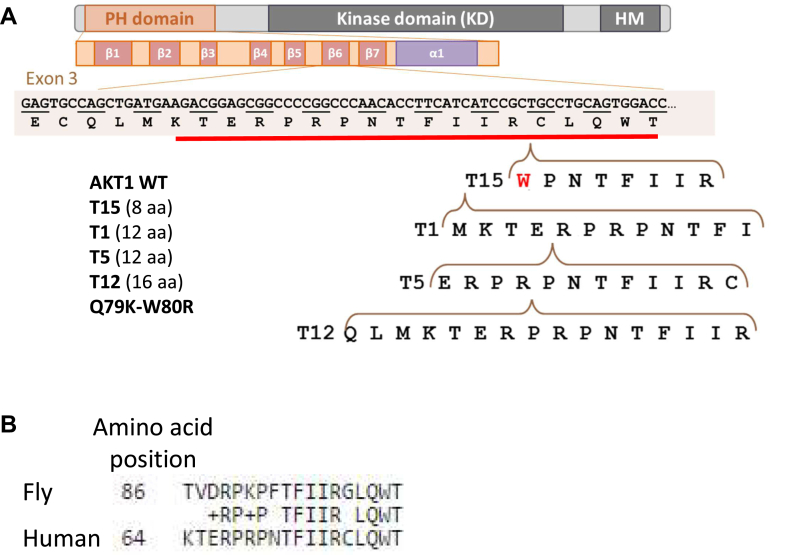
**Tandem duplications within exon three of AKT1 in JGCTs used in this study**. *A*, simplified representation of the AKT1 protein and of the PHD with its secondary structural features (beta strands from 1–7 and the C-terminal helix, according to crystallographic data from the Protein Data Bank). The sequences of four different duplications used in our study are displayed. The tandemly duplicated sequences are highlighted by *horizontal brackets* pointing to the position of the insertion in the WT sequence. T15 duplication breaks a codon, which leads to a change of one residue (in *red*). *B*, alignment of the human and fly AKT1 orthologous protein sequences. Only the region where the insertions occur is shown. JGCT, Juvenile-type granulosa cell tumor; PHD, pleckstrin homology domain.

Similar insertions have been described more recently in other cancer types such as breast cancer (13, 14, 15, 16) and in sclerosing pneumocytoma (17). In agreement with our previous results (6), Chang *et al*. 2017 showed that the expression of AKT1 P68_C77dup in MCF10A cells resulted in a higher level of AKT phosphorylation at residues Thr308 and Ser473 and to a stronger increase of the phosphorylation of AKT1 downstream effectors such as S6 and PRAS40, than the two most common AKT1 missense variants, E17K and Q79K. Moreover, isogenic cells expressing mutated AKT1 (p.68_C77dup) displayed a greater sensitivity to the ATP-competitive pan-AKT inhibitor AZD5363 than cells expressing AKT1E17K or the WT counterpart (16).

AKT is a well-studied kinase and many downstream targets have been reported. For instance, AKT promotes cell survival via the phosphorylation of BCL2-associated agonist of cell death or the activation of mouse double minute 2 homolog. In addition, it modulates the activity of several transcription factors (TFs) (18). For instance, AKT regulates cell survival by inhibiting the phosphorylation of Forkhead box O factors, which leads to their nuclear export or by activating CAMP responsive element-binding protein 1 and NFκB. AKT stimulates cell division by inhibiting cell-cycle inhibitors, such as p27 or by phosphorylating glycogen synthase inase 3 (GSK3). GSK3 inhibition also regulates nutrient uptake at the plasma membrane and promotes energy storage. AKT also promotes cell growth by regulating the mammalian target of rapamycin (mTOR) complex 1, which regulates translation initiation and ribosome biogenesis. It also promotes cell migration and invasion by regulating actin cytoskeleton dynamics and the production of matrix metalloproteases ((19) and references therein).

As discussed previously, the insertions in AKT1 were the sole detectable lesions common to the JGCTs we studied, which strongly suggest that they are the driving event in these tumors. However, little is known about their effects at the molecular level. Thus, in this study, we have performed high-throughput analyses of the proteins and transcripts deregulated after mild overexpression of human WT and mutated *AKT1* variants in *Drosophila*, which is a powerful yet-simpler-than-mouse model for studying cancer (20). We found that WT and mutated AKT1 had distinct subcellular localizations and effects on cell and tissue morphology. Mutated AKT1 variants were found to cause follicle cell enlargement, induced abnormal tissue morphogenesis like abnormal dorsal appendages, and led to the presence of larger cells in the wings as evidenced by an increased surface area along with a reduced trichome density. At the transcriptional level, mutated AKT1 showed both gain-of-function effects for some genes and potential loss of function for others, indicating complex regulatory impacts. The analysis of mass spectrometry (MS) data pointed to several perturbed pathways and networks. Overall, our findings demonstrate the value of *Drosophila* models in understanding the biological effects of AKT pathogenic variants in the context of human cancer.

## Experimental Procedures

### Fly Stock

The WT control stock used throughout this work was the 51C fly line, named LP (for landing pad) hereafter. The *tj-GAL4* line was provided by the Kyoto *Drosophila* stock center, the *ptc-GAL4*, the *en-GAL4*, and the *gmr-GAL4* strains came from the Bloomington *Drosophila* center. All fly lines were cultured on standard cornmeal media at 18 °C, 22 °C, or 25 °C. The studies were approved by the Ministère de l’enseignement supérieur, de la recherche et de l’innovation.

### Transgenes

The various AKT1 forms were amplified from plasmids described in Bessière *et al* 2015. EcoR1–AKT1-Xho1 fragments were generated in one-step PCR and cloned (EcoR1–Xho1) into digested pUASTattb vector (DGRC Stock 1419; https://dgrc.bio.indiana.edu//stock/1419; RRID:DGRC_1419) (21). All constructs were sequenced to exclude the presence of PCR-induced mutations. The sequences of the primers used are the following:

### XhoI-3XFLAG-AKT-R

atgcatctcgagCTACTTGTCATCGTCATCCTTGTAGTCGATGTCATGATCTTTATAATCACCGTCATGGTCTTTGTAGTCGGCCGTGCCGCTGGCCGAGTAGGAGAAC

EcoRI-AKT-F

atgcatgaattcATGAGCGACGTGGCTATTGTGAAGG

### Generation of UAS-AKT1 Transgenic Flies

Site-specific insertion of pUASTattB-AKT1-3xFLAG constructs into the 51C fly line (y1 M{vas-int.Dm}ZH-2A w∗; M{3xP3-RFP.attP'}ZH-51C) (Reference BDSC Stock #24482) was performed by BestGene, Inc. Viable lines were maintained as balanced stocks by conventional crosses. Confirmation of the presence of the correct AKT1 transgene at the 51C site was carried out by PCR of genomic DNA followed by Sanger sequencing. Briefly, one fly was placed into a tube, homogenized for 10 s in 50 μl of squishing buffer (10 mM Tris-Cl pH = 8.2, 1 Mm EDTA, 25 mM NaCl, and 200 μg/ml proteinase K) and incubated at 37 °C for 30 min. Proteinase K was inactivated by heating to 95 °C for 5 min. One microliter of homogenate was used to perform PCR analysis.

### Western Blotting of Adult Fly Ovaries and Antibodies

Six fly ovaries were homogenized in ice-cold radioimmunoprecipitation assay buffer (50 mM Tris–HCl, pH 8.0, 150 mM sodium chloride, 1.0% NP-40, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate, 1 × protease inhibitor Complete Mini EDTA-free, and 1 × PhosSTOP (both from Roche) and quickly placed on ice. The samples were then centrifuged at 13,000 rpm for 10 min and the supernatant transferred to a new tube. Then, 4 × lithium dodecyl sulfate sample buffer (Life Technologies Corporation) was added before boiling the samples for 5 min. SDS-PAGE and Western blot were performed according to standard procedures (NuPAGE Novex 10% Bis-Tris Gel 1.0 mm, iBlot 2 Dry Blotting System, both from Life Technologies Corporation). The antibodies used were (reference, dilution): phospho-AKT (S473) (sc-7985-R, 1:1000), total AKT (sc-8312, 1:1000), octA (3xFLAG, sc-166384, 1:1000), Tubulin (YL1/2, sc-53029, 1:5000) (all from Santa Cruz Biotechnology), phospho-AKT (Thr450) (Assay Biotech A0406, 1:500), and anti-GAPDH (ABM G041, 1:1000, Applied Biological Materials, Inc). Antibodies were diluted in 5% milk PBS with 0.1% tween. Membranes were washed 3 times for 10 min and incubated with a 1:20,000 dilution of horseradish peroxidase–conjugated anti-rabbit (Jackson ImmunoResearch Laboratories; #111-035-003) or anti-mouse (Jackson ImmunoResearch Laboratories, # 115-035-003) antibodies for 1 h 30 min. After this step, blots were washed 3 times with PBS + 0.1% tween and detection was performed with the SuperSignal West Pico Chemiluminescent Substrate (Pierce) according to the manufacturer’s protocol. Image acquisition was performed using the ImageQuant LAS4000 software on the LAS4000 device (https://www.gehealthcare.fr/about/life-sciences, GE Healthcare).

### Immunostaining and Imaging

Immunostaining was performed using standard protocols (22). Antibody dilutions were as follows: rabbit anti-phosphoAKT (S473) (sc-7985-R, 1:1000); rabbit anti-AKT (sc-8312, 1:1000); mouse anti-octA (sc-166384, 1:1000), all from Santa Cruz Biotechnology. F-Actin was stained with rhodamine-phalloidin (1:200; Molecular Probes). Membrane glycoproteins were stained with rhodamine-wheat germ agglutinin (1:100; Molecular Probes). Hoechst 33342 was used to stain DNA (Life Technologies Corporation,). Images were obtained with a LSM 710 (Zeiss) microscope.

### Preparation of Follicle Cells

Preparation of follicle cells was adapted from Bryant *et al*. PNAS 1999 (23). Ovaries were dissected in Schneider’s S2 insect medium, supplemented with 10% fetal calf serum. Ovaries (30 pairs) were washed three times in calcium-free PBS and incubated at 22 °C for 30 min with vigorous shaking (2000 rpm) in 1 ml of 0.05% trypsin and 5 mg/ml collagenase in PBS. After the removal of the supernatant the remaining cell/tissue material was filtered through a 30 μM nylon mesh and collected in tubes containing 1 ml of S2 medium, pelleted at 1000*g* for 5 min in a microcentrifuge and washed in 1 ml of PBS. For RNA-Seq experiments, the pellets were resuspended directly in TRI-reagent (Molecular Research Center) and store at −80 °C. For MS, the pellets were resuspended directly in radioimmunoprecipitation assay buffer and stored at −80 °C.

### RNA Extraction and Sequencing

RNA extraction was performed using the TRI-reagent supplier’s instructions (Molecular Research Center). Total RNA quality was assessed on an Agilent Bioanalyzer 2100, using the RNA 6000 pico kit (Agilent Technologies). One microgram of total RNAs underwent high-throughput sequencing at the Genom’IC platform (from Cochin Institute).

### Quantitative Reverse Transcription Polymerase Chain Reaction

Transgene expression and the quality of follicle cell purification were evaluated by quantitative reverse transcription polymerase chain reaction (RT-qPCR). RNA extraction was performed using the TRI-reagent following supplier’s instructions. Complementary DNA synthesis was performed with 1 μg of total RNA after DNase treatment (New England BioLabs), using the M-MLV RT enzyme according to the manufacturer’s protocol (Thermo Fisher Scientific). RT-qPCR was performed using the GoTaq qPCR Master Mix 5X (Promega) in the Stratagene Mx3000P qPCR System.

### Examination of the Wings

Adult wings were dissected in 95% ethanol and transferred to a drop of Euparal mounting medium (Bioquip.com) on a clean slide (Thermo Fisher Scientific). The slide was overlaid by a clean microscope cover slip (Thermo Fisher Scientific) and after adding Euparal (Chroma). Slides were baked overnight at 37 °C to slightly harden the Euparal. Wing pictures were taken with a Keyence VHX-2000 Z20 microscope (x20 or x100). Contours of wing areas were manually defined using ImageJ (https://imagej.net/software/fiji/downloads, 1.50 d, java 1.8.0_212, 64 bit) (n = 20 per genotype except n = 9 for Q79KW80R) (24). To determine cell density a rectangular region of interest (ROI) was selected and a ROI of the same surface was used for all genotypes. Trichome were then manually counted to determine the average number of cells per ROI (n = 10 per genotype except n = 9 for Q79KW80R). We used the same pictures to measure the orientation of each trichome in the region expressing the transgene using ImageJ’s “directionality” plug-in (25).

### MS Analysis

LC-MS/MS acquisition: Protein extracts (30 μg) from follicle cells were precipitated with acetone at −20 °C during 3 h and incubated with 20 μl of 25 mM NH4HCO3 containing sequencing-grade trypsin (12.5 μg/ml; Promega) overnight at 37 °C. The resulting peptides were desalted using ZipTip μ-C18 Pipette Tips (Pierce Biotechnology).

Samples were analyzed using either an Orbitrap Fusion (cells expressing WT or LP control) or an Orbitrap Q-Exactive Plus (cells expressing WT and mutant forms), coupled respectively to a Nano-LC Proxeon 1200 or a Nano-LC Proxeon 1000, both equipped with an easy spray ion source (Thermo Fisher Scientific). On the Orbitrap Fusion instrument, peptides were loaded with an online preconcentration method and separated by chromatography using a Pepmap-RSLC C18 column (0.75 × 750 mm, 2 μm, 100 Å) from Thermo Fisher Scientific, equilibrated at 50 °C, and operated at a flow rate of 300 nl/min. Peptides were eluted by a gradient of solvent A (H2O, 0.1% formic acid (FA) and solvent B (acetonitril/H2O 80/20, 0.1% FA), the column was first equilibrated 5 min with 95% of A, then B was raised to 28% in 105 min and to 40% in 15 min. Finally, the column was washed with 95% B during 20 min and re-equilibrated at 95% A during 10 min. Peptides masses were analyzed in the Orbitrap cell in full ion scan mode, at a resolution of 120,000, a mass range of *m/z* 350 to 1550 and an automatic gain control (AGC) target of 4.105. Tandem mass spectrometry (MS/MS) were performed in the top speed 3 s mode. Peptides were selected for fragmentation by higher-energy C-trap dissociation with a normalized collisional energy of 27% and a dynamic exclusion of 60 s. Fragment masses were measured in an ion trap in the rapid mode, with and an AGC target of 1.104. Monocharged peptides and unassigned charge states were excluded from the MS/MS acquisition. The maximum ion accumulation times were set to 100 ms for MS and 35 ms for MS/MS acquisitions respectively.

On the Q-Exactive Plus instrument, peptides were loaded with an online preconcentration method and separated by chromatography using a Pepmap-RSLC C18 column (0.75 × 500 mm, 2 μm, 100 Å) from Thermo Fisher Scientific, equilibrated at 50 °C and operated at a flow rate of 300 nl/min. Peptides were eluted by a gradient of solvent A (H2O, 0.1% FA) and solvent B (100% acetonitril, 0.1% FA), the column was first equilibrated 5 min with 95% of A, then B was raised to 35% in 93 min and finally, and the column was washed with 80% B during 10 min and re-equilibrated at 95% A during 10 min. Peptides masses were analyzed in the Orbitrap cell in full ion scan mode at a resolution of 70,000 with a mass range of *m/z* 375 to 1500 and an AGC target of 3.106. MS/MS were performed in a Top 20 data dependent acquisition mode. Peptides were selected for fragmentation by higher-energy C-trap dissociation with a normalized collisional energy of 27% and a dynamic exclusion of 30 s. Fragment masses were measured in the Orbitrap cell at a resolution of 17,500, with an AGC target of 2.105. Monocharged peptides and unassigned charge states were excluded from the MS/MS acquisition. The maximum ion accumulation times were set to 50 ms for MS and 45 ms for MS/MS acquisitions, respectively.

### *In Silico* Analyses

To study the cellular processes differentially affected by WT and mutated *Akt1*, we used String Interactor v11 (https://string-db.org/) to build networks based on the physical interactions known to occur among the DEProts and DPhospho peptides (26). Enrichment analyses were performed with String Interactor v11 and Enrichr (for Human https://amp.pharm.mssm.edu/Enrichr/and for fly https://maayanlab.cloud/FlyEnrichr/). We used Cytoscape 3.8.0 to draw and display the networks (27).

### Overrepresentation Analysis and Bubble Plots

Overrepresentation analysis (ORA) was performed using PAthway, Network and Gene set Enrichment Analysis (https://www.flyrnai.org/tools/pangea/web/home/7227). The full ORA results are provided in relevant Additional tables. The enriched pathways highlighted in the text and/or figures were selected as follows: i) pathways were sorted based on their adjusted *p* values, ii) when pathways/terms from different databases (*e*.*g*.*,* gene ontology biological process, BioPlanet, etc.) occurred several times, the one with the smallest adjusted *p* value was kept, and iii) when related terms involving the similar gene subsets were present, only the most general term/pathway was retained. Terms/pathways not linked with ovarian function were not retained for the bubble plots.

### Experimental Design and Statistical Rationale

For RNA-Seq and MS, total RNA/protein from follicle cells were provided to the corresponding platforms (see previous sections). Specifically, we analyzed three control samples (LP), along with three samples for RNA-Seq and four samples for MS of WT AKT1 and three samples per mutant (4 AKT variants with tandem duplications and the Q79K-W80R double mutant). Each sample results from follicle cells purified from 30 pairs of ovaries stemming from individual crosses (*i*.*e*.*,* biological replicates, see Preparation of follicle cells section).

Differential mRNA expression analysis was performed with DESeq2 (https://bioconductor.org/packages/devel/bioc/vignettes/DESeq2/inst/doc/DESeq2.html), comparing the three control LP samples against the 3 WT samples or comparing the 3 WT samples with the 12 “mutant” samples. The *p* values were adjusted for multiple testing using the Benjamini and Hochberg method, and those with an adjusted *p* value <0.05 were retained for further analyses. Data will be deposited in Gene Expression Omnibus during the peer-review period.

Peptide and protein identification and quantification: Label-free relative quantification was performed in between subject analysis using Progenesis-Qi software 4.0 (https://www.nonlinear.com/progenesis/qi-for-proteomics/v4.0/, Nonlinear Dynamics Ltd). For the identification step, all MS and MS/MS data were processed with the Proteome Discoverer software (https://www.thermofisher.com/fr/fr/home.html, Thermo Fisher Scientific, version 2.1) coupled to the Mascot search engine (Matrix Science, version 2.5.1). The database used contained 48507 entries. The mass tolerance was set to 6 ppm for precursor ions and 0.02 Da for fragments with the Q-exactive plus and 0.5 Da with the Fusion. The maximum number of missed cleavages was limited to two for the trypsin protease. The following variable modifications were allowed: oxidation (Met), phosphorylation (Ser, Thr, Tyr), and acetylation (Protein N-term). The SwissProt database (2017) with the *Drosophila melanogaster* taxonomy was used for the MS/MS identification step.

Peptide identification was validated using a 1% (false discovery rate) threshold calculated using the Percolator algorithm. The ptmRS node from Proteome Discoverer 2.1 was used to provide a confidence score of phosphorylated positions for each peptide. We kept those with a ptmRS binomial peptide score >50 (28). Protein abundance variations were measured according to the Hi-3 label-free quantification method and validated if their ANOVA *p* values were under 0.05. Proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (29) partner repository with the dataset identifier PXD060549.

Although no phospho-peptide enrichment step was involved in our experiments, MS also detected phosphorylated peptides. We used this information to identify potential differentially phosphorylated proteins (DPhospho-peptides) between the WT and each of the mutated conditions. The abundance of the phosphopeptides was normalized to the corresponding protein levels from the total proteome. To identify the DPhospho-peptides, we used to strategies. For the first one, we proceeded as previously described by us (30). In short, we plotted the values of log_2_fold change (Log2FC) Expression *versus* the values of Log2FC Phosphorylation. To correct the intercept and make it = 0, we subtracted the offset of the trend line to the log2FC phosphorylation values. We then calculated the normalized differences between Log2FC expression (A) and corrected Log2FC phosphorylation (B) for each DPhospho peptides identified ([max(A.B) − min(A.B)]/(A + B)). Then, we detected the DPhospho peptides as the outliers according to an Iglewicz and Hoaglin's test (Z score ≥1, http://contchart.com/outliers.aspx). For the second one, to produce the volcano plot, we computed all possible ratios of the normalized abundance of each phosphopeptide in each mutant condition over the abundance of the same phosphopeptide in the control (WT) condition (*i*.*e*.*,* FC_Phospho_). A similar calculation was performed for the abundance of the relevant proteins (FC_Tot_). We added +1 to each value to avoid an “error” in the next step. We took the log2 of each value and calculated the average value for the phosphopeptides detected in each mutated condition (log2FC_Phospho_) and in the relevant control (log2FC_Tot_). Next, we calculated (log2FC_Phospho_) − (log2FC_Tot_) for each phosphopeptide present in each mutant. In parallel, we performed a Student’s *t* test between the log2FC_Phospho_ and the log2FC_Tot_ for each phosphopeptide in each mutant and applied a Bonferroni correction. The volcano plot was obtained the adjusted *p* values versus (log2FC_Phospho_) − (log2FC_Tot_). Data were plotted using R.

## Results

### Mutated Human AKT1 Variants Expression in *Drosophila* Cause Morphological Defects, Cell Growth, and Polarity Abnormalities

*Drosophila* has been shown to be a powerful tool as a model for studying cancer (20). Here, we use this model organism to assess the phenotypic and molecular impact of the expression of some of the AKT variants that we have previously found in human JGCTs. The suitability of *Drosophila* is all the more relevant because the region where insertions occur is conserved between dAkt and AKT1 (Fig. 1*B*). Specifically, we generated transgenic lines allowing the expression of WT AKT, four AKT variants with tandem duplications and the Q79K-W80R double mutant (Fig. 1*A*). First, we expressed WT AKT and mutated AKT in ovarian follicle cells using the follicle-specific *traffic jam*-Gal4 driver (*tj*-GAL4). An immunoblot performed on ovarian cell extracts using polyclonal antibodies against human AKT (sc-8312) showed the expression of all of the variants of the oncoprotein (Fig. 2*A*). Additionally, an antibody directed against activated AKT, phosphorylated ser473, showed a clear hyperphosphorylation (and, hence, activation) of the mutated AKT variants (Fig. 2*A*).

**Fig. 2:**
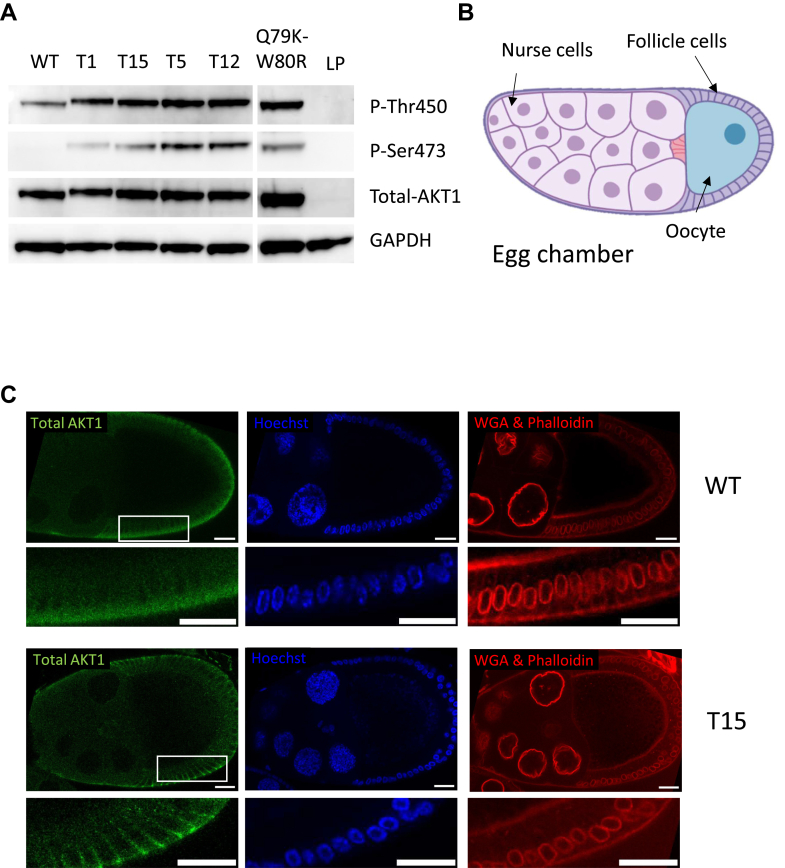
**Expression of WT and mutated forms of human AKT1 in drosophila follicular cells**. *A*, Western blot analysis of the total and phosphorylated AKT1 variants (WT, T1, T15, T5, T12, and Q79K-W80R). The LP line serves as a reference (no transgene). Protein extracts from the ovary of *Drosophila* females of the genotypes: *tj*-GAL4/landing pad (LP, no AKT1 expression), *tj*-GAL4/UAS-AKT1-WT, -AKT1-T1, -AKT1-T15, -AKT1-T5, -AKT1-T12, or -AKT1-Q79K-W80R were probed. The anti-GAPDH shows that similar protein amounts were loaded in each lane, showing that each line expressed a similar amount of AKT1. The anti-phospho Ser/Thr antibodies show a much stronger signal for the mutated proteins than for the WT. *B*, structure of an egg chamber, which consists of an oocyte (future egg) surrounded by somatic cells (follicle and nurse cells). *C*, immunostaining of egg chambers expressing either WT or T15 mutant AKT1 under the control of the driver *Traffic Jam*-GAL4. Actin was stained with phalloidin (in *red*), the plasma membrane by wheat germ agglutinin (in *red*), AKT1 by immunostaining (in *green*, anti-total AKT1), and nuclei are stained with Hoechst. The *white rectangles* indicate the positions that are zoomed in on the panels below each relevant panel to show the localization of WT or mutated AKT1 and the mislocalization of the nuclei in the mutants. Scale bars represent 20 μm.

To study the subcellular localization of the different human AKT1 variants in *Drosophila*, we performed an immunostaining in the ovary, using polyclonal antibodies against human AKT, and observed that WT AKT was mainly cytoplasmic in columnar follicle cells, whereas the mutated variants localized to the membrane (Fig. 2*C*). No signal was detected when immunostaining was performed with LP (CTRL) *Drosophila* strains (data not shown). The same experiment carried out with an antibody directed against the phospho-AKT1 (S473) clearly showed a membrane localization of mutated AKT1 (Supplemental Fig. S1). In addition, we consistently observed an abnormal follicle morphology when mutated AKT1 were expressed. Indeed, follicle cells expressing the mutated variants appeared abnormally enlarged. This was especially so for Q79K-W80R. This phenotype is reminiscent of the abnormally large follicles found in JGCTs. Interestingly, we also observed that nuclei localized closer to the basal membrane when mutated AKT variants were expressed, suggesting an impact of these AKT1 forms on apico-basal polarity or on other planar polarity issues (Figs. 2*C* and Supplemental Fig. S1).

We also screened the dorsal appendages for the presence of abnormalities (Supplemental Fig. S2). These structures correspond to breathing tubes that are formed by groups of dorsal follicle cells. Their formation is controlled by signaling cascades involving bone morphogenetic protein, epidermal growth factor and Notch (31). We observed a significant proportion of shorter and/or abnormal respiratory appendages in the embryos expressing mutated AKT1 (Supplemental Fig. S2*A*). The UAS-GAL4 system is temperature-dependent: a higher temperature enhances the activity of the GAL4 protein, leading to stronger expression of the UAS-linked gene. As shown in Supplemental Figure S2, *B* and *C*, the number of embryos carrying abnormal appendages varied from one mutant to another with an increase in number with the increase of the temperature from 22 °C to 25 °C.

The wings in *Drosophila* are also an excellent tool for studying the impact of mutated forms of a protein on cell division and growth by estimating the density of trichomes on the wing surface. For this, we expressed the AKT1 variants in a section of the wings using the *patched*-GAL4 (*ptc-*GAL4) driver (Fig. 3*A*). Figure 3*B* clearly shows that, in females, the ratio of the surface of the section expressing human AKT1 (transgenic) over the reference surface (Ref) of the wing was similar to the condition LP (*i*.*e*.*,* no expression of exogenous AKT1). By contrast, this ratio increased in the fly lines where mutated AKT1 variants were expressed, reaching a maximum for the protein bearing the two pathogenic variants (*i*.*e*.*,* Q79K-W80R). To assess whether this increase of the surface was driven by cell proliferation in the wing primordia (more cells) or to the presence of larger cells (growth), we assessed cell number by evaluating the density of trichomes present in a given area of the wing section overexpressing AKT1 compared to a reference area (no AKT1 overexpression) covering the same surface. Since each cell contains only one trichome, trichome density directly reflects cell density, thereby indicating whether the cells are larger or smaller. Figure 3*C* shows that overexpression of mutated AKT1 leads to the presence of a smaller number of trichomes per surface unit than in the presence of WT1 AKT1 or in the LP (no overexpression) condition. This is particularly obvious in Figure 3*D*, which displays the number of trichomes present in a given surface in the wing section expressing transgenic AKT1 over to the number of trichomes in a reference area (no AKT1 overexpression). Specifically, trichome density was the highest in the LP and WT conditions and decreased when mutated AKT1 was expressed, reaching its smallest value for the double point-mutated (Q79K-W80R) protein. Similar results were obtained for males (Supplemental Fig. S3). Finally, we analyzed the dispersion of the trichomes. For this, we used ImageJ’s directionality plug-in that allowed us to infer the preferred orientation of the trichomes present in the input image. Specifically, we compared the dispersion of trichome angles for the different genotypes. The wings expressing the mutated AKT1 forms displayed higher dispersion values than those expressing WT AKT1 or the LP reference (Fig. 3*E*). These observations are in line with our results showing polarity alterations in ovarian follicle cells overexpressing mutated AKT1 (*i*.*e*.*,* abnormal morphology and nuclei much closer to the apical extremity than those expressing WT AKT1).

**Fig. 3:**
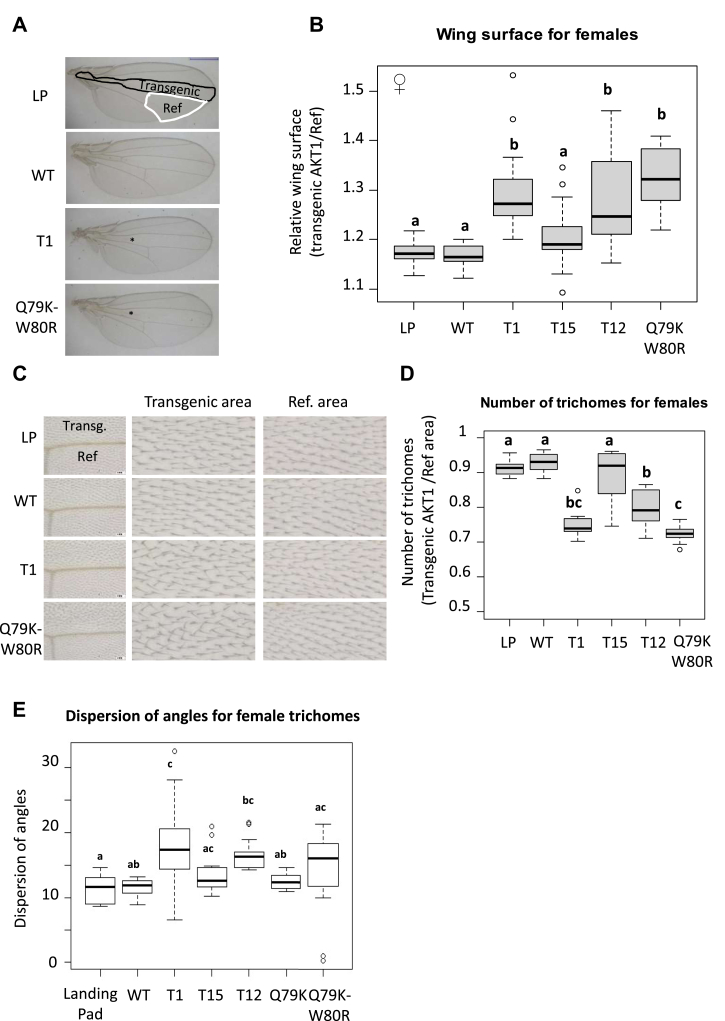
**Expression of WT or mutated AKT1 in wing imaginal disc affects cell growth**. *A*, adult wings from female flies not expressing AKT1 (LP), or expressing WT, T1, or Q79K-W80R. The *asterisks* (∗) show the disappearance of a characteristic vein. The scale bar represents 500 μM. *B*, boxplot of the variation of female relative wing surfaces when WT or mutated *AKT1* are expressed compared to control condition (LP)). Specifically, we calculated for each wing, the ratio of the area of a wing section expressing transgenic AKT1 (delimited by the *white line* in Fig. 3*A*, *uppermost panel*) over the surface of the section not expressing the transgene (in *black* in Fig. 3*A*). In the transgenic area, different forms of AKT1 are expressed under *patched*-GAL4 control. Landing pad/LP: *patched*-GAL4/landing pad (no AKT1 expression); WT: *patched*-GAL4/UAS-AKT1-WT; T1: *patched*-GAL4/UAS-AKT1-T1; T15: *patched*-GAL4/UAS-AKT1-T15; T12: *patched*-GAL4/UAS-AKT1-T12; Q79K-W80R: *patched-*GAL4/UAS-AKT1-Q79K-W80R. n = 20 per genotype except n = 9 for Q79KW80R. *C*, adult wings from female flies not expressing AKT1 (LP), or expressing WT, T1, or Q79K-W80R. For each wing, two rectangles of the same size were defined: one in the transgenic area and one in the area where the transgene was not expressed (Ref). *D*, boxplot of variation of female wing surfaces when WT or mutated *AKT1* are expressed compared to control condition (no AKT1 expression, LP). For each wing, the number of trichomes in the transgenic (AKT1 expression) section and in the section with no transgene expression (Ref) was counted and the ratios calculated. *E*, Dispersion of trichomes. The orientation of each trichome in the area expressing transgenic AKT1 was measured with ImageJ (directionality). *Box plots* represent the dispersion of the trichome angles for female for different genotypes. For each boxplot, the extreme points represent the 5th and 95th percentiles, whereas the *box* represents the 25th to 75th percentiles, with the median indicated in *black*. Letters *A*, *B*, and c refer to statistical categories in a Tukey test.

Altogether, these results indicate that human mutated forms of AKT are hyperactive in *Drosophila* and point to phenotypic effects relevant to cancer.

### Proteomic Analyses Point to Metabolic, Signaling, and Cytoskeletal Dysregulations

We used MS to explore the impact of AKT1 hyperactivation on the proteome of *Drosophila* follicle cells. For this, we used five lines (one overexpressing WT and four overexpressing hyperactive forms of AKT1) and compared them to the reference LP line (Fig. 4). Figure 4*A* displays a heat map showing that the biological replicates corresponding to the same conditions (namely, WT, T1, etc) clustered as expected. This is somewhat corroborated by a principal component analysis showing that the first principal component discriminates the WT from T1, T5, and Q79KW80R, while T15 appears scattered over the span covered by T1 and T5 (Supplemental Fig. S4, *A* and *B*). The distribution of log_2_-transformed protein intensities shows a symmetrical and centered profile around zero, indicating effective normalization and the absence of major systematic bias across the dataset (Supplemental Fig. S4*C*). Figure 4*B* represents a volcano plot highlighting significantly upregulated and downregulated proteins upon overexpression of WT and all of the mutated AKT1 versions considered together (allmut) to increase statistical power (*i*.*e*.*,* n = 4 *versus* n = 12). A similar analysis for the comparison WT *versus* LP (n = 3 *versus* n = 3 respectively, Fig. 4*C*) is available in the Figure S4*D*. These analyses uncovered 174 differentially expressed proteins (DEPs, *p* < 0.05) between *Drosophila* lines expressing WT AKT1 and LP and 259 DEPs (*p* < 0.05) between *Drosophila* expressing WT and all of the mutated AKT1 versions (allmut) (Fig. 4*C*). For subsequent analyses, we focused on the 171 proteins displaying a Log2FC ≥ 0.585 or ≤ −0.585, which corresponds to a FC ≥ 1.5 in either direction (DEPs) between *Drosophila* expressing WT AKT and LP and 255 DEPs between *Drosophila* expressing the WT and the mutated AKT1 versions. The former proteins (WT *versus* LP) included 48 upregulated and 123 downregulated proteins (Supplemental Table S1). The comparison (allmut *versus* wt) included 202 upregulated and 53 downregulated proteins (Supplemental Table S2, some examples of annotated spectra can be found in the Fig. S5).

**Fig. 4:**
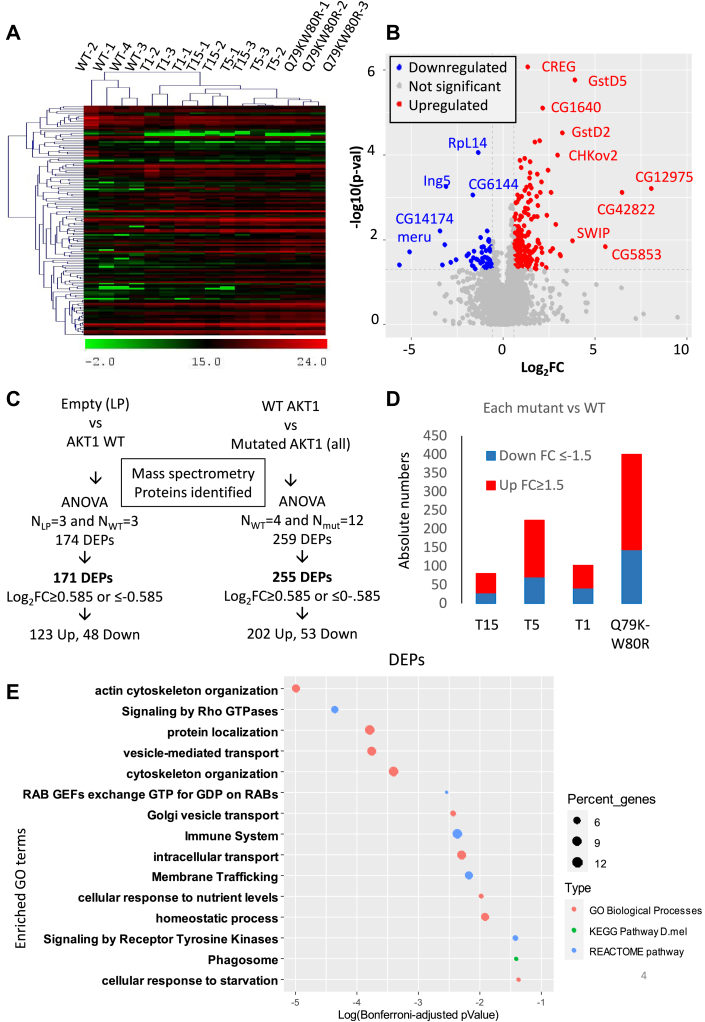
**Differential proteomic landscape of WT *versus* mutant AKT1 Drosophila ovarian follicle cells**. *A*, hierarchical clustering of DEPs in *Drosophila* expressing WT or mutated AKT1. *B*, volcano plot highlighting significantly upregulated (in *red*) and downregulated (in *blue*) proteins between WT or mutated AKT1. *C*, for each condition follicle cells of the progeny of three independent crosses underwent MS. The comparison “WT AKT1 *versus* LP”, yielded 174 were DE, of which 171 had a Log2FC of variation equal or greater than 0.585 in both directions (DEPs). For all mutants AKT1 (n = 12) *versus* WT AKT1 (n = 4), 259 proteins were DE, of which 255 had a Log2FC of variation equal or greater than 0.585 in both directions (DEPs). *D*, histogram represents upregulated (in *red*) and downregulated (in *blue*) proteins for each mutant *versus* WT AKT1. *E*, bubble plot of an ORA of the 255 DEPs in all mutants versus WT AKT1 described in Fig. 1*A*. DEP, differentially expressed protein; Log2FC, log2fold change; LP, landing pad; MS, mass spectrometry; ORA, overrepresentation analysis.

When considering the DEPs for each mutant *versus* the WT (n = 3 *versus* n = 4 for each), we noted that their number vary from one mutated form to another, with T15 displaying the lowest number of DEPs whereas the double mutant had the strongest impact (Fig. 4*D*).

Next, we explored the cellular pathways responding to WT AKT1 overexpression (AKT1 *versus* LP) and in the mutants with respect to the WT condition (pooled analysis, *i*.*e*.*,* n = 4 *versus* n = 12) with PAthway, Network and Gene set Enrichment Analysis. This analysis pointed to several pathways significantly affected by WT AKT1 overexpression, such as glycolysis (consistent with our previous findings (32)) RNA degradation and lysosomal-related processes (corrected *p* values <0.05, Supplemental Table S3). DEPs between tissues expressing WT and mutated AKT1 were enriched in factors involved in Rho GTPase signaling, autophagy, cytoskeleton organization, and transport-related processes, among others (Fig. 4*E*).

### Transcriptomics Reveals Instances of Gain of Function but also Loss of Function

To complete our exploration of the events dependent on AKT1 hyperactivation, we also performed an RNA-Seq analysis, using follicle cells from *Drosophila* lines overexpressing WT and the same four hyperactive forms of AKT1 (*versus* the reference LP line) (Fig. 5). 

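RNA of follicle cells was sequenced from 6 Drosophila groups, with 3 libraries per group and 30 pairs of ovaries of an individual cross behind each library. LP carried the landing site without an AKT1 transgene, WT expressed human AKT1, T1, T15 and T5 expressed forms with an in-frame duplication, and Q79K-W80R carried a double substitution. Expression was driven by traffic jam-GAL4, which is active in the somatic cells of the ovary. The submitters' processing notes name bcl2fastq, Bowtie and RSEM 1.3.1, and the paper normalized and tested the counts with DESeq2. The genome build and the Bowtie version are not given in the sources used here. The deposited normalized counts summed to 24.8 to 26.7 M per library in LP (median 24.9), 26.4 to 34.2 M in WT (median 27.0) and 24.0 to 28.0 M in T1 (median 25.8). They summed to 27.2 to 29.3 M in T15 (median 27.4), 23.6 to 25.3 M in T5 (median 24.2) and 23.7 to 24.3 M in Q79K-W80R (median 23.9). The values are not whole reads, and whole reads could not be had back from them. A single read was typically worth 0.785 to 0.855 in Q79K-W80R libraries and at least 1.235 in WT libraries, so the Q79K-W80R libraries held more reads. The 10 genes with the highest values took 12.3% to 30.3% of a library, the highest share being in the second WT library. Groups were compared with limma on log2(normalized count + 1), over genes with a value of at least 10 in at least 3 of the compared libraries. A gene was counted as a DEG at an adjusted p under 0.05 with a Log2FC of at least 0.585 in either direction. The added 1 draws the Log2FC of genes with few reads towards 0. Each comparison was fitted on its own libraries, and a fit of all 18 libraries as 6 groups is given where it changes a count.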

RNA-Seq analysis uncovered 657 differentially expressed genes (DEGs, *p* < 0.05), between cells expressing WT AKT and LP (n = 3 *versus* n = 3, Figs. 5*A*) and 1082 DEGs between *Drosophila* expressing WT and mutated AKT1 versions (n = 3 *versus* n = 12, respectively). 

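Gdh encodes glutamate dehydrogenase, which feeds glutamate into the tricarboxylic acid cycle, and it had the smallest adjusted p between the mutants and WT. Its normalized count was 21709 ± 2870 (SD, n = 12) in the mutants and 7225 ± 1132 (SD, n = 3) in WT, a Log2FC of 1.59 (standard error 0.13, adjusted p = 1.61e-05 from limma). All 12 mutant libraries lay above the 3 WT libraries, and the adjusted p stayed at or below 0.000690 with each library left out in turn. ATPCL, the ATP citrate lyase that supplies acetyl-CoA for lipid synthesis, was 7060 ± 284 in the mutants and 5618 ± 109 in WT (Log2FC 0.33, adjusted p = 0.00633, and 0.0534 without the first WT library), and against LP in place of WT it did not pass (0.18, 0.0917). The fly's own Akt was 2937 ± 179 in the mutants and 3546 ± 356 in WT (Log2FC −0.27, standard error 0.07, adjusted p = 0.0460, and 0.247 and 0.150 without the first and the third WT library), and it also lost its call without any of 8 mutant libraries (up to 0.0749) and against LP (−0.11, 0.303). In total, 384 of 9605 genes tested had an adjusted p under 0.05 between the mutants and WT, 223 of them higher and 161 lower in the mutants. Between WT and LP, 38 of 9073 genes tested had one, 32 higher and 6 lower in WT. An unadjusted p under 0.05 was found for 2044 and 1407 genes. With the spread taken from all 18 libraries, the counts at the adjusted p alone were 1273 and 256. In data simulated at the size of the comparison of the mutants with WT, the test recovered 68 of 100 genes changed by a log2 of 1 and 94 of 100 changed by a log2 of 2, against 56 and 88 of 100 for WT and LP, and 7 unchanged genes passed in each. The simulation took its spread from within each group, gave unchanged genes a common mean in all groups and drew genes independently. The real mutant forms differ from each other, which widens the spread of that fit. So these numbers may be too favorable for the mutants against WT.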

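Genes of insulin signaling moved in both directions in the mutants. InR, the insulin receptor, fell by 0.75 on the log2 scale (standard error 0.14, adjusted p = 0.0124 from limma), from 1781 ± 464 (SD, n = 3) in WT to 1046 ± 152 (SD, n = 12). The growth regulator Myc fell by 0.70 (adjusted p = 0.0119), and Pdk1, the kinase that phosphorylates Akt in its activation loop, fell by 0.80 (adjusted p = 0.0430). scyl, an inhibitor of TOR signaling, rose from 3479 ± 903 to 10290 ± 3942, a Log2FC of 1.49 (adjusted p = 0.0256). daw, a ligand of activin signaling, rose with a Log2FC of 2.25 (standard error 0.52, adjusted p = 0.0263). Without the first WT library, the adjusted p of these 5 genes lay between 0.0766 (InR) and 0.202 (Pdk1), and without the third between 0.0612 (Myc) and 0.149 (scyl). Pdk1 also lost its call without the second WT library (0.0899) and without any of 7 mutant libraries. Of 28 genes of PI3K, Akt and TOR signaling, 1 was higher and 4 were lower in the mutants at an adjusted p under 0.05 (1 and 5 when adjusted over the list alone). Of 9 FOXO targets, 1 was higher and 2 were lower (2 and 2 when adjusted over the list alone). The lists as a whole did not pass limma's camera test over all mutants (adjusted p = 0.137 and 0.743). The PI3K, Akt and TOR list moved down over all mutants without the second WT library (0.0117). In T15 it passed with all libraries (0.0423, and 0.651 with an estimated correlation), but not without the first or the third WT library (0.112 and 0.306) or the first or the second T15 library (0.0810 and 0.0620) or after rescaling by TMM factors (0.0581), and in T5 and Q79K-W80R it passed only without the second WT library (0.0341 and 0.0380). All 222 DEGs found here between the mutants and WT are among those of Supplemental Table S5, and 36 of the 38 between WT and LP are in Supplemental Table S4. Of the table's genes tested here, 608 of 608 (mutants and WT) and 281 of 281 (WT and LP) had the table's direction, and 593 and 277 had an unadjusted p under 0.05. The tables come from these same libraries, so these overlaps are not independent evidence.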

Next, we focused on the 296 genes displaying a Log2FC ≥ 0.585 or ≤ −0.585, which corresponds to a FC ≥ 1.5 in either direction (DEGs) between *Drosophila* expressing WT AKT and LP and 624 DEGs between *Drosophila* expressing WT and the mutated AKT1 versions (Fig. 5*B*, Supplemental Tables S4 and S5). In addition, we performed qRT-PCR experiments on nine selected DEGs between the WT and the T5 and Q79K-W80R conditions (*e*.*g*.*,* Pak3, Cib, Map205, Mhc,.) and found a strong correlation (R = 0.92) between the FC_RNA-Seq_ *versus* FC_RT-qPCR_ (Supplemental Fig. S6). 

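Pak3 encodes a p21-activated kinase that acts on the actin cytoskeleton, and its normalized count was 4203 ± 221 (SD, n = 3) in Q79K-W80R, 3612 ± 936 in T5 and 2146 ± 136 in WT. The Log2FC over WT was 0.97 in Q79K-W80R (adjusted p = 0.000375 from limma) and 0.72 in T5 (adjusted p = 0.111). cib, which encodes the actin-binding protein ciboulot, was 31617 ± 1491 in Q79K-W80R, 25106 ± 8940 in T5 and 11340 ± 665 in WT. Its Log2FC was 1.48 in Q79K-W80R (adjusted p = 0.000118) and 1.08 in T5 (adjusted p = 0.0855). Map205, a microtubule-associated protein, was 5370 ± 16.5 in Q79K-W80R and 4640 ± 548 in T5, against 3139 ± 250 in WT, with a Log2FC of 0.78 (adjusted p = 0.000702) and 0.56 (adjusted p = 0.0696). In both mutants, every library lay above the 3 WT libraries for Pak3, cib and Map205. In Q79K-W80R these 3 genes passed with each library left out in turn, and in T5 they passed without its second library (adjusted p = 0.0102 for Pak3, 0.0103 for cib and 0.0251 for Map205). In the fit of all 18 libraries, cib (0.0121) and Map205 (0.00916) had an adjusted p under 0.05 in T5. Mhc, the muscle myosin heavy chain, was 355 ± 17.9 in Q79K-W80R, 655 ± 209 in T5 and 1047 ± 884 in WT, and the differences did not exceed the spread of the WT libraries (Log2FC −1.22 with adjusted p = 0.148, and −0.38 with adjusted p = 0.761). Without the third WT library, Mhc passed in Q79K-W80R (adjusted p = 0.0304).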

The DEGs (WT *versus* LP) included 231 upregulated and 65 downregulated genes. 

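Syt4, a synaptotagmin that acts in vesicle fusion, was 198 ± 30.0 (SD, n = 3) in WT and 0.285 ± 0.494 (SD, n = 3) in LP, a Log2FC of 7.33 (standard error 0.44, adjusted p = 0.00152 from limma). IRSp53, which bends the membrane at actin-rich protrusions, fell from 442 ± 90.4 in LP to 54.0 ± 13.2 in WT (Log2FC −3.02, adjusted p = 0.00478). Syt4 and IRSp53 passed with each library left out in turn. Idh, an isocitrate dehydrogenase that makes NADPH, fell from 9731 ± 748 to 5157 ± 608 (Log2FC −0.92, adjusted p = 0.0406). exu, which is needed to localize maternal mRNA in the oocyte, fell from 1605 ± 102 to 716 ± 138 (Log2FC −1.18, adjusted p = 0.0406), and Drsl5, a drosomycin-like antimicrobial peptide, was 0.881 in WT and 64.0 ± 22.7 in LP. Baldspot, an elongase of long fatty acids, had a Log2FC of 0.64 (adjusted p = 0.0418) and lost its call without any 1 of the 6 libraries. The mitochondrial genes mt:ND2 and mt:ND6, subunits of complex I, were higher in WT (Log2FC 3.26 and 5.11, both with adjusted p = 0.0406). Idh, exu, Drsl5, mt:ND2 and mt:ND6 lost their calls without any 1 of the LP libraries (adjusted p from 0.0840 to 0.179), and all but mt:ND2 without the first WT library. The second WT library had 22.1% of its total in mitochondrial genes. 28SrRNA:CR45837 and 18SrRNA:CR45841 were listed at 0 in the 3 LP libraries and at 7109 to 37013 and 190 to 1388 in WT, but ribosomal RNA copies share reads, so these values are uncertain. Of 11 vitelline membrane genes, none passed over all genes and 7 were higher in WT when adjusted over the list alone, at an adjusted p under 0.05. Their median Log2FC was 0.90 (camera, adjusted p = 2.94e-05, and 0.840 with an estimated correlation). Of 20 genes of ribosome biogenesis, none passed over all genes, 5 were lower when adjusted over the list alone, and the median was −0.23 (camera, adjusted p = 1.43e-06, and 0.840 with an estimated correlation). The 38 DEGs became 8, 7 and 5 without the first, the second and the third LP library, and 6 and 139 without the first and the third WT library. The fit of all 18 libraries gave 135 DEGs, 95 higher and 40 lower in WT.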

The comparison (allmut *versus* wt) included 353 upregulated and 271 downregulated genes (Fig. 5*B*). 

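SPR, the sex peptide receptor, was 97.8 ± 60.5 (SD, n = 12) in the mutants and 7.42 ± 2.70 (SD, n = 3) in WT, a Log2FC of 3.37 (standard error 0.49, adjusted p = 0.00466 from limma). DAT, the dopamine transporter, was 52.8 ± 30.6 in the mutants and 2.99 ± 1.51 in WT (Log2FC 3.58, adjusted p = 0.00494). Drat, an alcohol dehydrogenase-like protein linked to cell death, was 9579 ± 6467 and 329 ± 75.7 (Log2FC 4.30, adjusted p = 0.0167), and EbpIII 427 ± 292 and 24.5 ± 14.2 (Log2FC 3.86, adjusted p = 0.0144). Proc-R, the proctolin receptor, fell from 199 ± 32.4 in WT to 48.6 ± 17.3 in the mutants (Log2FC −2.09, standard error 0.31, adjusted p = 0.00494). c(3)G, a component of the synaptonemal complex of the oocyte, fell from 782 ± 76.2 to 477 ± 50.9 (Log2FC −0.72, adjusted p = 0.00466). ftz-f1, a nuclear receptor needed for the late maturation of follicle cells, fell from 5223 ± 669 to 2550 ± 560 (Log2FC −1.06, adjusted p = 0.00999). The complex I genes mt:ND5 and mt:ND2 fell with a Log2FC of −1.90 (adjusted p = 0.0311) and −2.23 (adjusted p = 0.0334), and against LP in place of WT mt:ND2 had a Log2FC of 1.04. For SPR, DAT, Drat, EbpIII, Proc-R, c(3)G, ftz-f1, mt:ND5 and mt:ND2, every mutant library lay apart from the 3 WT libraries. Of 11 chorion genes, none passed over all genes and 6 were lower in the mutants when adjusted over the list alone, at an adjusted p under 0.05, with a median Log2FC of −1.42 (camera, adjusted p = 0.000272, and 0.521 with an estimated correlation). The fall was not shared by all mutant libraries. In T15 the list mean differed from WT by −0.34 (two-sided exact permutation test, p = 0.3). The third T1 and the second T5 library (both 13.5) lay within the WT range of 13.3 to 14.2, while the first T1 library was at 10.1. Of 14 meiosis genes, 3 were lower (1 higher and 3 lower when adjusted over the list alone). The mean of the meiosis list differed from WT by −0.23 (exact permutation test, p = 0.0198, adjusted p = 0.0747). The mean of the germline list differed by −0.09 (exact permutation test, p = 0.684, adjusted p = 0.726). These tests take single libraries as free to change places, although libraries of a line go together. As no sort of the cells is described, lower expression of c(3)G and fewer oocytes in the suspensions cannot be told apart.
SPR, Proc-R and c(3)G passed with each of the 15 libraries left out in turn. Without the first WT library, the adjusted p of DAT, EbpIII, ftz-f1, Drat, mt:ND5 and mt:ND2 lay between 0.0550 (DAT) and 0.198 (mt:ND2), and without the third that of Drat, EbpIII, mt:ND5 and mt:ND2 between 0.0579 (mt:ND5) and 0.0954 (EbpIII). mt:ND5 also lost its call without the second WT library (0.0825) and without the first or the second Q79K-W80R library (0.0504 and 0.0506), and mt:ND2 without any Q79K-W80R library (0.0511 to 0.0531). Against LP in place of WT, Drat (Log2FC 2.88, adjusted p = 0.0735), EbpIII (adjusted p = 0.327), Proc-R (−0.27, 0.637), c(3)G (−0.21, 0.232), ftz-f1 (−0.32, 0.317) and mt:ND5 (−0.51, 0.504) did not pass. Of the 222 DEGs, 124 were higher and 98 lower in the mutants. There were 23 without the first and 53 without the third WT library, 351 without the second T15 library, 146 without the first T5 library and 145 without the second Q79K-W80R library, while leaving out any other library gave between 148 and 249. With a whole mutant form left out, the others had 42 without Q79K-W80R, 77 without T5, 313 without T1 and 684 without T15, so the count depends on single forms. The first WT library was nearest to the first T15 library (correlation 0.377, against at most 0.0264 within WT), so this count rests on a WT group with 1 library apart. Against LP in place of WT there were 293, of which 87 were among the 222. The fit of all 18 libraries gave 714 DEGs, 411 higher and 303 lower, and quantile normalization gave 259, 179 higher and 80 lower.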

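Q79K-W80R libraries held more transcript of chrb, an inhibitor of TOR signaling, at 8079 ± 547 (SD, n = 3) against 1760 ± 193 in WT (Log2FC 2.20, standard error 0.10, adjusted p = 6.79e-05 from limma). Pi3K21B, the adaptor subunit of PI3K, and Thor, the 4E-BP that holds back translation, were higher as well (Log2FC 1.33 and 0.90, adjusted p = 0.000382 and 0.00177). Thor did not pass in the fit of all 18 libraries (adjusted p = 0.162), nor did Cp16 of the chorion (0.0566). Of the 28 genes of PI3K, Akt and TOR signaling, 4 were higher and 8 lower in Q79K-W80R. The eggshell genes were lower, with Vm26Ac of the vitelline membrane at 4253 ± 400 against 19736 ± 4301 (Log2FC −2.19, adjusted p = 0.000273) and Cp16 at 1934 ± 169 against 7009 ± 1024 (Log2FC −1.85, adjusted p = 0.000143). All 11 chorion genes and 10 of 11 vitelline membrane genes were lower at an adjusted p under 0.05 (11 and 11 when adjusted over the list alone). In camera the adjusted p of these lists was 2.94e-08 and 2.22e-08, and 0.478 for both with an estimated correlation. LP lay between WT and Q79K-W80R. The mean log2 value of the vitelline membrane list was 15.4 in LP, 16.2 in WT and 14.7 in Q79K-W80R. That of the chorion list was 13.4, 13.8 and 12.0. As no sort of the cells is described, lower expression of these genes and fewer cells that express them cannot be told apart. In T5, Pepck1, an enzyme of gluconeogenesis, rose to 4936 ± 3034 from 126 ± 103 in WT (Log2FC 5.32, adjusted p = 0.0487). The call in T5 was lost without any WT library and without the first or the third T5 library (adjusted p up to 0.238 for Pepck1). In T1, Gdh was 22995 ± 654 with every library above WT, and its adjusted p of 0.0503 was the smallest of that mutant.
DEGs against WT numbered 1369 of 9047 genes tested in Q79K-W80R (796 higher, 573 lower), 65 of 9102 in T5 (40 higher, 25 lower) and 28 of 8890 in T15. T1 had 0 of 9175 by limma, while 963 genes had an unadjusted p under 0.05. Without the third T1 library, T1 had 720 DEGs, and without any other library 0. In the values of all 18 libraries centered per gene, the third T1 library was nearest to the first T15 library (correlation 0.460) and not to another T1 library (at most −0.284), while each T15 library was nearest to another of T15. In mean log2 value, the third T1 library had chorion genes at 13.5, against 10.1 and 11.8 in the first and the second. Vitelline membrane genes were at 16.1 against 13.4 and 14.7, and midgut digestive enzymes at 1.43 against 3.74 and 6.91. These values do not show whether the third T1 library was mislabelled, held other cells or varied, so the T1 counts rest on a group that does not hold together. T5 had 506 without its second library and 1 to 3 without any other library. Q79K-W80R had 940 to 1643 with each library left out. The fit of all 18 libraries gave 1227 DEGs in Q79K-W80R, 530 in T1, 464 in T5 and 106 in T15. A count of DEGs in each mutant does not test whether the mutants differ from each other.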

When considering the number of DEGs for each mutant *versus* the WT (n = 3 *versus* n = 3 for each), we noted that the number of DEGs differed from one mutant to another: T15 displayed the lowest number of DEGs and the double mutant the highest, consistent with the proteomic results (Fig. 5*C*). Mutant T15 also displayed a different proportion of upregulated and downregulated genes, the latter being more represented.

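Gasp, which encodes a chitin-binding protein, was 127 ± 41.4 (SD, n = 3) in T15 and 4.97 ± 2.38 (SD, n = 3) in WT, a Log2FC of 4.44 (standard error 0.43, adjusted p = 0.0117 from limma). Gdh rose to 18093 ± 559 in T15 (adjusted p = 0.0117), the level nearest WT among the mutants. Proc-R fell to 32.3 ± 13.4 (Log2FC −2.65, adjusted p = 0.0216), and CG6912 fell from 474 ± 111 to 190 ± 9.95 (Log2FC −1.29, adjusted p = 0.0395). mthl7, a receptor of the methuselah family, was listed at 0 in the 3 WT libraries and at 39.2 to 172 in T15. In total 21 DEGs were higher and 7 lower in T15, while at an unadjusted p under 0.05 with the same fold 152 were higher and 380 lower. With the replicate number as a block there were 166, 54 higher and 112 lower, and quantile normalization gave 26 higher and 4 lower. In the fit of all 18 libraries, 44 were higher and 62 lower. The 28 DEGs became 0, 3 and 2 without the first, the second and the third T15 library, and 11 and 285 without the first and second WT library. Gasp, Gdh and CG6912 lost their calls without any T15 library (adjusted p up to 0.238 for CG6912), and Proc-R without the first or second (0.130 and 0.0988) or the first WT library (0.0814). CG6912 also lost its call without the first (0.0814) or the third (0.0659) WT library.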

**Fig. 5:**
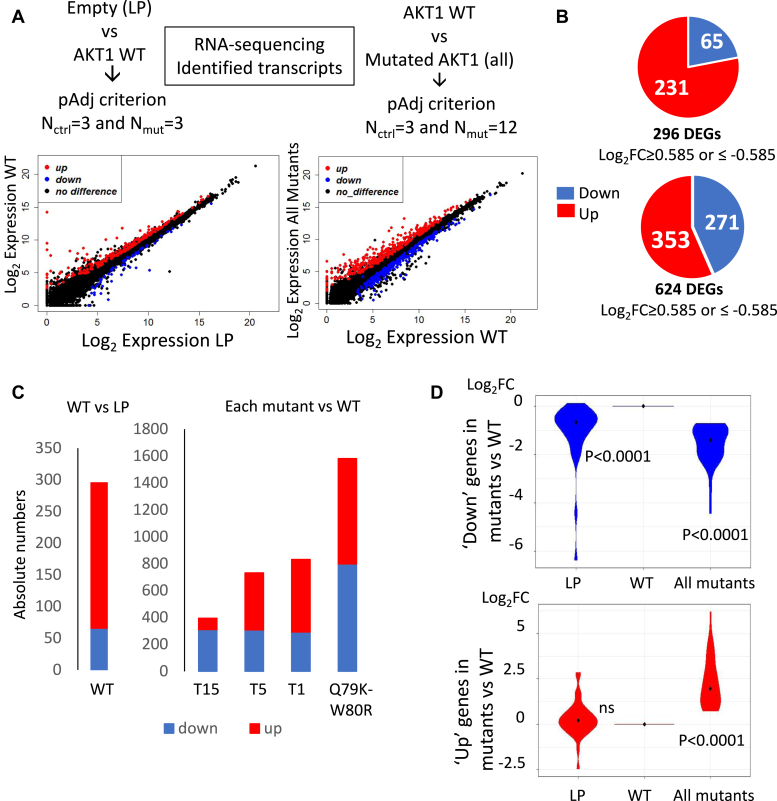
**Analysis of RNA-Seq data from follicle cells**. *A*, for each condition, follicle cells from the progeny of three independent crosses underwent RNA-Seq. The scatter plot shows the log2 gene expression values for the relevant comparisons. *Red and blue dots* stand for downregulated and upregulated genes between the different conditions, respectively. *B*, for each comparison a pie-chart represents the number of genes upregulated (in *red*) or downregulated (in *blue*). For the comparison LP *versus* WT AKT1, 296 genes had a Log2FC of variation equal or greater than 0.585 in both directions (DEGs) and were considered to be differentially expressed (231 up and 65 down). For WT AKT1 *versus* all mutants AKT1, 624 genes were differentially expressed (353 up and 271 down). *C*, histograms represent upregulated and downregulated genes for each comparison: WT AKT1 *versus* LP, T15 *versus* WT AKT1, T5 *versus* WT AKT1, T1 *versus* WT AKT1, and Q79KW80R *versus* WT AKT1. *D*, violin plots of the logFC levels for the 79 DEGs common to all the comparisons between *Drosophila* expressing WT and each mutated AKT1 version. DEG, differentially expressed gene; Log2FC, log2fold change; LP, landing pad.

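Gdh and the activin ligand daw rose against WT, and Proc-R fell, in each of T15, T5 and Q79K-W80R. With scaf, CHKov1, CG34398 and CG43366, which also rose, these were the 7 DEGs shared by the 3 mutants in the same direction among genes tested in all 4 mutants, named here after their values were seen. Counted again with single libraries left out, a test chosen after the values were seen, none was shared without the first or the third WT library, the first T15 library or the first or the third T5 library, 2 without the second WT library or another T15 library, and 11 without the second T5 library. T1 had no DEG by limma, so 0 genes passed in all 4 mutants among 8733 tested in each. Counted at an unadjusted p under 0.05 with the same fold, 148 genes were shared by the 4 mutants, 66 higher and 82 lower, and 63 of them are in Supplemental Table S6. The fit of all 18 libraries gave 26 shared genes, 16 higher and 10 lower, against 0.00282 and 0.00156 for independent lists, and 25 of them are in the table. Among them, GstD2, GstD5, Zw and SPR were higher, and c(3)G, whd and Proc-R were lower. whd, the carnitine palmitoyltransferase that brings fatty acids into mitochondria, was 1442 ± 184 (SD, n = 12) in the mutants and 2398 ± 128 (SD, n = 3) in WT (Log2FC −0.74, adjusted p = 0.00466 from limma). The 4 comparisons share the WT libraries. With unchanged simulated groups set against shared controls, 2.36 genes on average (0 to 8 in 100 simulations) passed a simpler unadjusted test with the same fold in all 4 mutants in the same direction, against 93 counted the same way. The simulation drew genes independently and holds no change shared by many genes of a library, so its range may be too narrow. The 3 WT libraries are too few to give each of the 4 comparisons its own, so part of the excess may come from them. DEGs of the mutants selected without 1 WT library were also compared with that library. With WT library 1, 2 and 3 held out in turn, the lower genes averaged −0.84, −0.70 and −0.75 in the mutants. The higher genes averaged 1.54, 1.08 and 1.53. Each turn rests on 1 WT library, and these genes were not selected as shared by the 4 mutants. Of the 79 genes of Supplemental Table S6, every gene tested had the table's direction in T1 (74 genes), T15 (74), T5 (75) and Q79K-W80R (77). Of these, 0, 12, 23 and 73 were DEGs, and 62, 40, 64 and 76 in the fit of all 18 libraries. The study chose the table's genes on these libraries, so this is not independent evidence.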

A combined “metagene” analysis of the log2FC levels for the 79 DEGs common to all the comparisons between *Drosophila* expressing WT and each mutated AKT1 version showed that, on average, genes downregulated by the mutated forms compared to WT AKT1 were also downregulated in the LP condition (Supplemental Table S6). The comparison of the average value of the log2FC of the mutants *versus* WT or LP *versus* WT with respect to the reference value 0 (*i*.*e*.*,* no change, using a one-sample *t* test) produced *p* values <0.0001 in both cases. That is, such genes are upregulated by WT AKT1 and this effect disappears in the mutated conditions. This points to a potential loss of function of mutated AKT1 concerning the regulation of such specific genes. 

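Among the 35 genes lower in all mutants in Supplemental Table S6, Proc-R was 55.9 in LP, 199 in WT and 48.6 in the mutants as a mean normalized count. c(3)G was 552 in LP, 782 in WT and 477 in the mutants, and ftz-f1 was 3113, 5223 and 2550. Over the set, 33 of 35 genes were lower in LP than in WT. The mean Log2FC of LP over WT was −0.89 (SD 1.02 over genes), and that of the mutants over WT was −1.48 in T1, −1.44 in T15, −1.41 in T5 and −1.62 in Q79K-W80R, with all 35 genes lower in each. The mean of log2(normalized count + 1) over the set was 7.20 in LP, 8.09 in WT and 6.61 in the mutants. All 3 LP libraries lay below the 3 WT libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 libraries allow). The set moved down in LP by limma's fry over 34 tested genes (p = 0.00605) and by camera (p = 5.7e-12, and 0.0402 with an estimated correlation). These genes were selected with the same WT libraries. When genes were selected without 1 WT library, and LP was then compared with that library, the mean difference was −0.14 over 11 genes (first library left out), −0.39 over 65 (second) and −0.32 over 35 (the third), with 10, 40 and 22 of these genes lower in LP. The SD over the 11 genes was 1.73, since the 1 gene that was not lower draws their mean towards 0. In 100 simulations of unchanged groups with shared WT libraries, genes selected as lower in the mutants averaged −0.53 in LP (−0.85 to −0.32). The −0.89 found lies just below all 100. The simulated genes were drawn independently and selected from noise alone, while the 35 genes here had a mean Log2FC of −1.49 in the mutants. So the simulations set no expected value for them. Over 9691 genes, the covariance of the changes in LP and in the mutants was 0.156, against 0.0926 (0.0781 to 0.106) in the simulations, while their correlation was 0.410, against 0.636 (0.564 to 0.688). The simulated ranges may be too narrow, as they hold no change shared by many genes of a library. The paper reasons that genes low in LP and in the mutants but high in WT are raised by WT AKT1, an effect absent from the mutated forms, and proposes a potential loss of function for such genes.

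**Figure D1:**
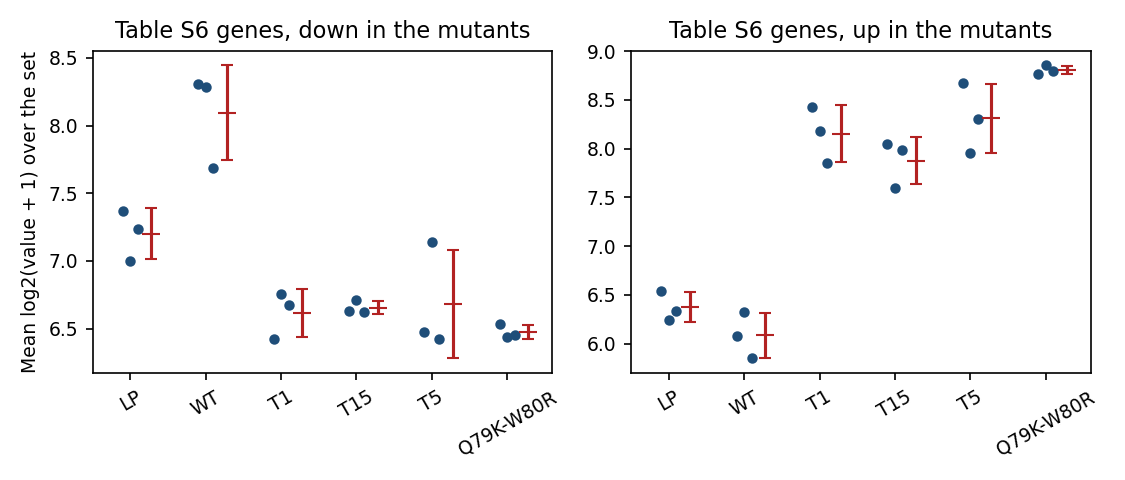
Mean of log2(normalized count + 1) over the Supplemental Table S6 genes lower (left) and higher (right) in the mutants, by line, where blue points are libraries, the red dash and bar are the mean and SD of 3 libraries, and the vertical axes do not start at 0. For the lower genes, WT averaged 8.09, LP 7.20 and the mutants 6.61.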

Regarding the genes upregulated by the mutated forms *versus* WT AKT1, the average expression of this gene subset was not affected by the expression of WT AKT1 as compared to LP, suggesting the existence of an expected gain of function of the mutated forms for this gene subset (Fig. 5*D*).

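The 44 genes higher in all mutants in Supplemental Table S6 moved in both directions in LP. EbpIII was 160 in LP, 24.5 in WT and 427 in the mutants as a mean normalized count, and Drat was 1047 in LP against 329 in WT. SPR was 1.36 in LP and 7.42 in WT, and daw was 138 in LP and 359 in WT. Over the set, 27 genes were higher and 16 lower in LP than in WT, with a mean Log2FC of 0.29 (SD 0.83 over genes). The Log2FC of the mutants over WT averaged 2.07 in T1, 1.79 in T15, 2.23 in T5 and 2.72 in Q79K-W80R, with all 44 genes higher in each. The LP and WT libraries overlapped (two-sided exact permutation test, p = 0.2, where 0.1 is the smallest possible), and fry gave p = 0.486. With genes selected without 1 WT library and LP compared with that library, the mean difference was −0.10 over 12 genes, −0.06 over 123 and 0.09 over 18, with 4, 63 and 6 of these genes lower in LP. In simulations of unchanged groups with shared WT libraries, genes selected as higher in the mutants averaged 0.55 in LP (0.33 to 0.87). The 0.29 found lies below all 100 simulations. The simulated genes were drawn independently and selected from noise alone, while the 44 genes here rose by 2.20 on average in the mutants. So the simulations set no expected value for them.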

### Linking Proteomics and Transcriptomics Through Bioinformatics

Next, we identified the transcripts/genes corresponding to the 255 DEPs, in our RNA-Seq data. Interestingly, most of the genes were not significantly deregulated at the transcript level. This is consistent with our previous findings involving proteomic and transcriptomic comparisons of the effect of siRNAs targeting AKT1 *versus* a control ovary-derived murine cell line. Indeed, most DEProts had a transcript identified in the RNA-Seq data but only 10% of the latter were significantly deregulated (30).

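Of the 255 differentially expressed proteins, 251 had a gene tested in the RNA-Seq data, and 11 of these genes were DEGs between the mutants and WT, all in the direction of the protein. They were GstD2, GstD5, Gdh, Pepck1, Myo61F, Nagk, Bmcp, CHKov2, alpha-Est5, CG6231 and CG7860. Myo61F, an unconventional class I myosin, was 6482 ± 1442 (SD, n = 12) in the mutants and 3551 (n = 3) in WT (Log2FC 0.84, standard error 0.18, adjusted p = 0.0209 from limma). Bmcp, a carrier of the inner mitochondrial membrane, was 1847 ± 520 and 825 ± 91.7 (Log2FC 1.11, adjusted p = 0.0230). Nagk, an N-acetylglucosamine kinase, was 2615 ± 726 and 1134 ± 289 (Log2FC 1.18, adjusted p = 0.0198). The 11 DEGs are 4.38% of the 251 genes, against 2.26% of the other 9354 genes tested (Fisher's exact test, odds ratio 1.99, p = 0.0498). The other genes were not limited to those with a measured protein, so transcript abundance may differ between the sets. At the adjusted p alone, 16 genes passed (Fisher's exact test, odds ratio 1.66, p = 0.0692, which does not pass), 14 of them in the protein's direction. The other 2 were CG11127 and Sap47, with a Log2FC of −0.33 and −0.50 (adjusted p = 0.0387 and 0.00724), where the paper's reported protein Log2FC is 1.05 and 0.64. Of the 11 DEGs, only Gdh passed without each WT library in turn. The adjusted p without the first WT library was 0.0991 for Myo61F, 0.112 for Bmcp, 0.122 for Nagk and 0.0672 for Sap47. Bmcp also lost its call without the second (0.0589) or the third (0.0666) WT library, Myo61F without the third, and CG11127 without any WT, T5 or Q79K-W80R library (up to 0.137). Whatever the test, 181 of the 251 genes had the sign of the protein. Without the filter on low values, 9 of 253 genes were DEGs (3.56%), against 1.18% of the others (Fisher's exact test, odds ratio 3.10, p = 0.00385). The others then include genes with few reads. In the fit of all 18 libraries, chosen for these proteins after the values were seen, 51 genes were DEGs (20.3%), 50 of them in the direction of the protein. Of the other genes 7.09% were DEGs in that fit (Fisher's exact test, odds ratio 3.34, p = 2.24e-11).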

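Fer1HCH and Fer2LCH encode the ferritin subunits that store iron. Fer1HCH was 34221 ± 18020 (SD, n = 12) in the mutants and 13032 ± 148 (SD, n = 3) in WT, a Log2FC of 1.17 (standard error 0.47, adjusted p = 0.166 from limma), and Fer2LCH had a Log2FC of 1.19 (adjusted p = 0.165). AnxB9, a calcium-dependent membrane-binding annexin, was 6144 ± 2271 and 3144 ± 987 (Log2FC 0.92, adjusted p = 0.108). The RNA of these 3 genes was in the direction of the protein but did not pass, with a wide spread among the mutant libraries. amd, an enzyme related to dopa decarboxylase, had less RNA in the mutants, at 526 ± 290 against 1305 ± 282 (Log2FC −1.47, adjusted p = 0.0656), where the paper's reported protein Log2FC is 0.63. All 48 genes of Supplemental Table S7 were tested here. RNA and protein had the same sign for 47 of them, and 11 were DEGs, or 46 in the fit of all 18 libraries. The study chose these genes on the same libraries.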

In *Drosophila*, only 48 proteins matching DEGs had a Log2FC ≥ 0.585 or ≤ −0.585, out of which 47 proteins changed their expression in the same direction as their corresponding mRNAs (Supplemental Table S7). Again, this is consistent with our results in the mammalian system where less than 7% of proteins changed in the same direction as the corresponding transcripts (30). This points to a translational-level dysregulation (that could be mediated at least in part by the modulation of eEF2 and eIF4G1, see below). However, we cannot exclude technical limitations such as the existence of different detection thresholds and dynamic ranges in the proteomic and transcriptomic experiments. Figure 6*A* shows a positive and significant correlation (R = 0.42) between the FC observed in RNA-Seq and MS experiments for 38 proteins/RNAs after having removed 10 outliers (in the RNA-Seq or protein data) detected using the Iglewicz and Hoaglin's test (setting the modified Z score ≥3.5, http://contchart.com/outliers.aspx). 

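GstD5 had a Log2FC of 2.75 in RNA, and the paper's reported protein Log2FC is 3.90. For CHKov2 the RNA changed less than the protein, at 0.85 against the paper's 2.95, and for CG7860 the pair was 1.86 and 2.12. For alpha-Est5, a carboxylesterase, the RNA had 0.71 and the paper's protein value is 1.81. Across the 48 genes of Supplemental Table S7, 38 remained after the modified Z score of 3.5 removed 10 outliers in this fit. Over these 38 genes Pearson's r between RNA and protein Log2FC was 0.422 (two-sided permutation test with 100000 resamples, p = 0.00848, adjusted p = 0.0113), and Spearman's rho was 0.386 (p = 0.0177, adjusted p = 0.0236, by the same permutation test). With all 48 genes r was 0.543. Over 9 of the 11 genes called in both, after 2 outliers were removed, r was 0.640 (exact permutation test, p = 0.0621, adjusted p = 0.0745) and rho 0.283 (exact permutation test, p = 0.463), so no relation can be stated from these genes alone. Over 193 proteins of Supplemental Table S2 left after outliers, whether or not the RNA passed, r was 0.338 (permutation test, p = 1e-05, the smallest that 100000 resamples can give). Genes are not independent replicates, and the p values were adjusted over 12 correlations.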

We performed a similar analysis using data from Q79KW80R mutant (the strongest one, Fig. 6*B*). In this mutant, we found 108 DEPs that matched 108 DEGs (Supplemental Table S8). 

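Of the 108 genes of Supplemental Table S8, 104 were DEGs here between Q79K-W80R and WT, and 96 of these 104 had the direction of the protein. CG13786, Tm2, CG15211 and Cyp12a4, named after their values were seen, did not pass. For 8 DEGs, RNA and protein went in opposite directions. Hexo2, a hexosaminidase, was 853 ± 71.6 (SD, n = 3) in Q79K-W80R and 2998 ± 403 (SD, n = 3) in WT (Log2FC −1.81, standard error 0.12, adjusted p = 0.000146 from limma), while the paper's reported protein Log2FC is 0.68. qua, a villin-like protein that bundles actin in the nurse cells, was 605 ± 48.7 and 356 ± 74.3 (Log2FC 0.78, adjusted p = 0.0128, and 0.0657 without the third Q79K-W80R library), and the paper's protein value is −2.20. Others were ZnT86D, GM130 and Sec61gamma with lower RNA, and Grip91 and CG13117 with higher RNA. The table was made from these libraries, so the overlap is not independent evidence.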

After removing 19 outliers, we found a stronger correlation (R = 0.52) between the FC observed in the RNA-Seq and MS experiments for the remaining 89 proteins/RNAs.

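For the 104 genes of Supplemental Table S8 that were DEGs here, the modified Z score of 3.5 removed 15 outliers in RNA or protein. Over the 89 genes left, Pearson's r between the RNA Log2FC of this fit and the paper's protein Log2FC was 0.583 and Spearman's rho was 0.524 (two-sided permutation tests, p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 1.71e-05 and 1.5e-05). RNA and protein had the same sign for 83 of these 89 genes. Without the removal of outliers, r was 0.638 over the 104 genes.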

**Fig. 6:**
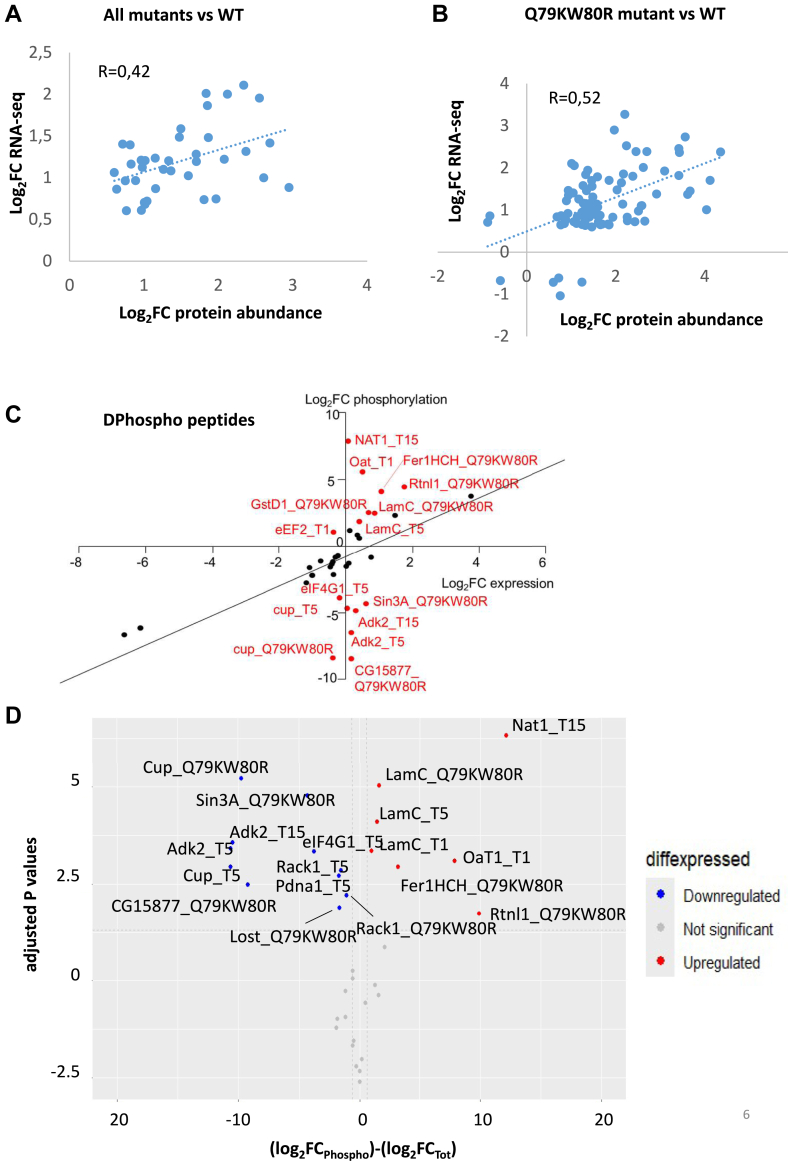
**Correlation between MS and RNA-Seq data and phosphopeptides analysis**. *A*, fold change correlation between mass spectrometry and RNA-Seq data for all mutants *versus* WT AKT1. *B*, fold2change correlation between mass spectrometry and RNA-Seq data for Q79K-W80R mutant *versus* WT AKT1. *C*, identification of the peptides differentially phosphorylated in mutants *versus* WT AKT1. The scatterplot of the Log2FC values resulting from DEPs and differentially phosphorylated peptides reveals two distinct populations of phosphorylated peptides. In *black*, the peptides displaying similar variations of phosphorylation and expression were not considered to be differentially phosphorylated. In *red*, the peptides displaying a variation of phosphorylation independent of the variation of the expression of the relevant proteins were considered as DPhospho peptides. *D*, volcano plot highlighting significantly up (*in red*) and down (*in blue*) phosphorylated in mutants *versus* WT AKT1. DEP, differentially expressed protein; MS, mass spectrometry; Log2FC, log2fold change.

MS also uncovered peptides carrying posttranslational modifications. We used this information to identify potential differentially phosphorylated proteins (DPhospho-peptides) between the WT (n = 4) and each of the mutated conditions (n = 3) (although no phospho-peptide enrichment step was involved). MS data over all of the mutated conditions pointed to 36 phosphorylated peptides. To assess which of them were differentially phosphorylated, that is, not simply following the difference in protein expression, we computed the log2 of the ratios of the expression of the phospho-peptides in the mutated over the WT condition. We performed the same calculation for the expression levels of the corresponding proteins (30). We detected the DPhospho-peptides as the outliers using the Iglewicz and Hoaglin's test (setting the modified Z score ≥1, http://contchart.com/outliers.aspx). Fifteen peptides were found as “significant outliers” and thus considered as DPhospho-peptides (Fig. 6*C*). Another analysis involved a volcano plot highlighting significantly up (in red) and down (in blue) phosphorylated in mutants *versus* WT AKT1 is displayed in Figure 6*D* (Supplemental Table S9, some examples of annotated spectra can be found in Supplemental Fig. S7). In what follows, we focused on those peptides common to both analyses. They include peptides derived from cup, LamC and Adk2, which were detected in at least two mutated conditions (high confidence). Other interesting hits, appearing only in one condition and deserving further scrutiny, include eIF4G1, Oat, Rtnl1, Fer1HCH, Nat1, and Sin3A. Of note, the double mutated condition Q79K-W80R displayed the highest number of DPhospho-peptides. This correlates with its activity, which was the strongest among all of the mutated proteins studied. The differential phosphorylation of the peptides mentioned above (in addition to AKT1 itself), can be explained at least in part by the presence of 16 differentially expressed kinases and 1 DE phosphatase that we found in our MS data. We also explored the sequences of the relevant peptides using the Netphos prediction tool to infer potential upstream kinases. Several of the DPhospho-peptides could be potential targets of CKI/II, GSK3, and p38MAPK among others kinases (Supplemental Table S9).

The transcriptomic impact of AKT1 hyperactivation can be due to modulation of the expression of a set of TFs and/or to their posttranslational modification (even if they are not DE). Among the DE TFs, we found Brickwall (Brwl), Armadillo (arm), kayak (kay), Lipin (Lpin), and Misexpression suppressor of ras 3. In order to detect non-DE TFs (*i*.*e*.*,* at the protein level), the targets of which in other tissues are DE upon AKT1 hyperactivation, we explored the 624 DEGs using FlyEnrichR. Specifically, we conducted an ORA of the DEGs to uncover TFs the targets of which were statistically overrepresented. This analysis yielded a total of 40 TFs which might be direct or indirect targets of AKT1 or downstream of GSK3 (shaggy) in *Drosophila* follicle cells (DroID analysis, http://www.droidb.org/) (33). 

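Of the 29 transcription factors, bab1 and dl were DEGs in Q79K-W80R. bab1, a nuclear factor needed for the terminal filaments of the ovary, was 94.2 ± 10.5 (SD, n = 3) in Q79K-W80R and 54.2 ± 2.71 (SD, n = 3) in WT (Log2FC 0.78, standard error 0.17, adjusted p = 0.0170 from limma). dl, which encodes the NF-kB factor dorsal, was 1250 ± 17.0 and 775 ± 220 (Log2FC 0.73, adjusted p = 0.0317). bab1 lost its call without any Q79K-W80R library (0.0657 to 0.102) and dl without any of these or the first WT library (0.0873 to 0.105). Below the fold threshold, su(Hw), z and pan were lower in Q79K-W80R (Log2FC −0.45, −0.42 and −0.51, adjusted p = 0.0265, 0.0333 and 0.0378), named after their values were seen, and each of these 3 lost its call without any 1 of the Q79K-W80R libraries (up to 0.134), z also without the first or the third WT library (0.0634 and 0.0575) and pan likewise (0.0991 and 0.0691). Over all mutants against WT, 0 of the 29 genes passed by limma, and 2 had an unadjusted p under 0.05, pan with a Log2FC of −0.34 and chinmo with −0.93, named after their values were seen. Abundant factors stayed near their WT level, with mod(mdg4) at 7045 in the mutants and 6785 in WT, Trl, the GAGA factor, at 5144 and 5555, and Cp190 at 5056 and 4985 as mean normalized counts. Of the 29 genes, 19 were lower and 10 higher in the mutants. The RNA level does not measure the activity of a transcription factor.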

We focused on 29 TFs expressed in the ovary according to our MS or RNA-Seq data (Supplemental Table S10). Then, we generated a matrix containing one column for each of the 29 TFs, with 504 rows representing the relevant DE genes. The regulation or not of the i-th DEG by the j-th TF was encoded in a binary fashion (1 or 0, respectively (7)). Finally, a two-way hierarchical clustering was performed with MeV 4.8 (http://www.tm4.org/mev.html (34), using Pearson Correlation as a measure of similarity and average linkage) (Fig. 7). We found two main clusters, in terms the number of genes coregulated by a series of TFs. The first one contained a series of genes downregulated by mutated AKT, which are involved in actin cytoskeleton, ion, and other transport processes, etc (Supplemental Table S11). 

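Mf and Mp20, genes of the sarcomere, the contractile unit of muscle, were lower in the mutants than in WT. Mf, which encodes myofilin of the thick filaments, was 171 ± 77.8 (SD, n = 12) in the mutants and 566 ± 396 (SD, n = 3) in WT (Log2FC −1.61, standard error 0.41, adjusted p = 0.0413 from limma). Mp20, a muscle calponin, was 266 ± 115 and 799 ± 505 (Log2FC −1.51, adjusted p = 0.0421). Of 22 sarcomere genes, 2 were lower at an adjusted p under 0.05 (15 when adjusted over the list alone), and the median Log2FC was −1.24 (camera, adjusted p = 6.89e-08, and 0.521 with an estimated correlation). Without the first, the second and the third WT library this median was −1.29, −0.62 and −1.70. A few actin regulators outside muscle were higher in the mutants. capt, the cyclase-associated protein that holds actin filaments short, was 7407 ± 666 and 5569 ± 359 (Log2FC 0.41, adjusted p = 0.0176), and Arpc1, a subunit of the Arp2/3 complex, had a Log2FC of 0.30 (adjusted p = 0.0373). Of 42 genes of the actin cytoskeleton and polarity, 3 were higher and 0 lower at an adjusted p under 0.05 from limma (7 and 0 when adjusted over the list alone), and the list's adjusted p was 0.00418 in camera and 0.521 with an estimated correlation. Act5C, a cytoplasmic actin, was 77717 ± 6724 and 65660 ± 8003 (Log2FC 0.25, adjusted p = 0.208), and in Q79K-W80R it was 86463 ± 2911 (Log2FC 0.40, adjusted p = 0.0565, 0.0308 without the first WT library, and 0.0141 with a Log2FC of 0.67 under quantile normalization). Against LP, Act5C was higher over all mutants (Log2FC 0.42, adjusted p = 0.0290). Act42A, the other cytoplasmic actin, rose in Q79K-W80R to 37989 ± 2086 from 17908 ± 1440 (Log2FC 1.09, adjusted p = 0.000439). Without the first WT library, the adjusted p was 0.138 for Mf, 0.132 for Mp20, 0.117 for capt and 0.127 for Arpc1. Without the second it was 0.165 for Mf and Mp20 and the actin list did not pass camera (0.0508), and without the third it was 0.0606 for capt, and Mp20 (0.0558) and Arpc1 did not pass either. Mf and Mp20 also lost their calls without the third T1 or T15 library, and these and Arpc1 without the first or the third T5 library or any Q79K-W80R library (0.0509 to 0.0662). Against LP in place of WT, Mf (Log2FC −0.42, adjusted p = 0.486) and Mp20 (−0.40, 0.518) did not pass. Midgut digestive enzymes, a list added after the data were seen, varied within groups, with a mean log2 value from 1.10 to 7.82 among the WT libraries and from 1.43 to 6.91 among the T1 libraries. Over all mutants 37 of its 39 genes tested were lower than in WT, with a median Log2FC of −3.10 and no gene at an adjusted p under 0.05 (camera, p = 4.1e-07, and 0.276 with an estimated correlation).

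**Figure D2:**
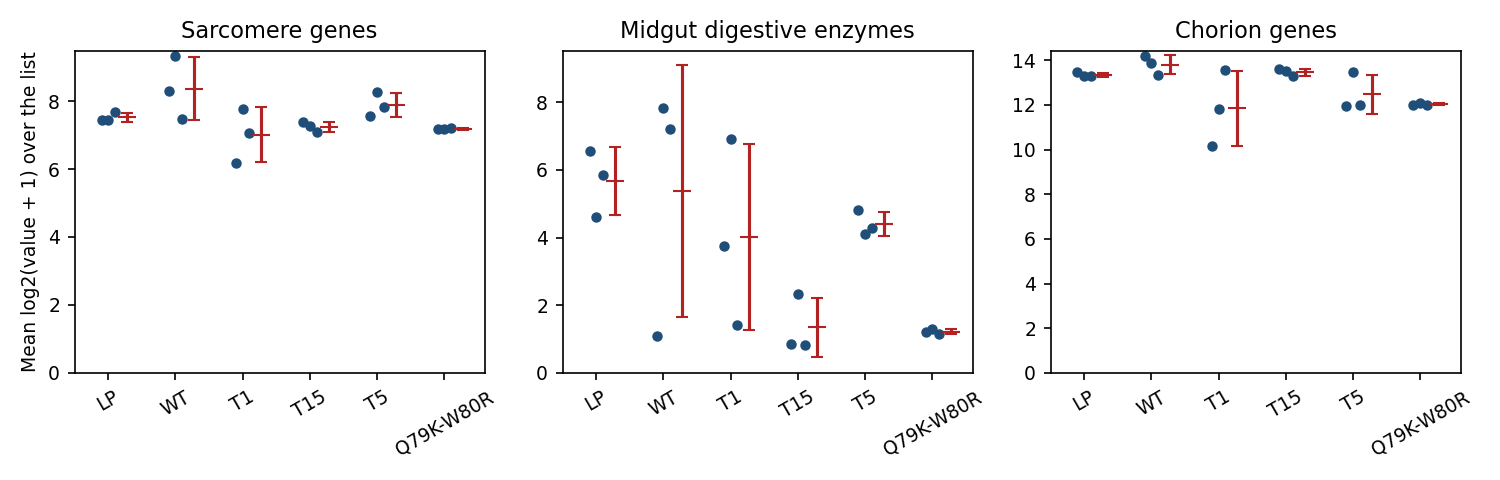
Mean of log2(normalized count + 1) of the sarcomere genes, the midgut digestive enzymes and the chorion genes, by line, where blue points are libraries and the red dash and bar are the mean and SD of 3 libraries. Sarcomere genes averaged 8.37 in WT, 7.52 in LP, 7.01 in T1, 7.24 in T15, 7.88 in T5 and 7.18 in Q79K-W80R.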

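FASN1, the fatty acid synthase, was 9372 ± 3943 (SD, n = 12) in the mutants and 2380 ± 401 (SD, n = 3) in WT, a Log2FC of 1.85 (standard error 0.39, adjusted p = 0.0200 from limma), with every mutant library above WT. SREBP, the transcription factor that drives lipid synthesis genes, was 7536 ± 608 and 5485 ± 270 (Log2FC 0.46, adjusted p = 0.00633). Zw, the glucose 6-phosphate dehydrogenase that supplies NADPH for lipid synthesis, was 950 ± 148 and 539 ± 53.1 (Log2FC 0.80, adjusted p = 0.00633), and Pgd, the next oxidative enzyme of the pentose phosphate pathway, had a Log2FC of 0.97 (adjusted p = 0.0230). Of 21 genes of fatty acid and triglyceride synthesis, 3 were higher and 1 was lower at an adjusted p under 0.05 (10 and 1 when adjusted over the list alone), with a median Log2FC of 0.41 (camera, adjusted p = 9.13e-05, and 0.521 with an estimated correlation). The lower gene was Baldspot (Log2FC −0.57, adjusted p = 0.0358), which against LP in place of WT had a Log2FC of 0.07. Against LP, FASN1 (Log2FC 0.85, adjusted p = 0.220), SREBP (0.17, 0.222) and Pepck1 (2.66, 0.122) did not pass either. Of 10 genes of the pentose phosphate pathway and NADPH supply, 4 were higher (7 when adjusted over the list alone), with an adjusted p of 0.000239 in camera and 0.117 with an estimated correlation. One of these, Idh, was 7690 ± 1168 in the mutants and 9731 in LP, so it was lower, not higher, against LP (Log2FC −0.35). Of 11 genes of gluconeogenesis and amino acid catabolism, 4 were higher over all genes and over the list alone, with an adjusted p of 0.000272 in camera and 0.521 with an estimated correlation. Among them, Pepck1, the phosphoenolpyruvate carboxykinase, was 3526 ± 2492 against 126 in WT (Log2FC 4.49, adjusted p = 0.0230), and Got2, the mitochondrial aspartate transaminase, was 6981 ± 1025 against 4024 ± 535 (Log2FC 0.79, adjusted p = 0.00621). In Q79K-W80R, the lipid droplet perilipin Lsd-1 was 2409 ± 555 against 209 ± 87.0 in WT (Log2FC 3.60, adjusted p = 0.000589), and AcCoAS, the acetyl-CoA synthetase, was 2357 ± 67.1 against 512 ± 49.7 (Log2FC 2.21, adjusted p = 6.79e-05). In that mutant 12 of the lipid synthesis genes were higher and 1 lower (12 and 1 when adjusted over the list alone). Without the first WT library, the adjusted p over all mutants was 0.0991 for FASN1, 0.0586 for SREBP, 0.117 for Pgd, 0.109 for Pepck1, 0.0701 for Got2, 0.121 for Baldspot and 0.175 for Idh. Without the second, FASN1 (0.0572) and Baldspot (0.0825) lost their calls, and without the third it lay between 0.0521 (Zw) and 0.128 (Pepck1) for FASN1, Zw, Pgd, Pepck1, Baldspot and Idh. So FASN1 needs all 3 WT libraries to pass. Baldspot also lost its call without the first or the third T5 library or the second or the third Q79K-W80R library (0.0507 to 0.0566), and Idh without the second or the third Q79K-W80R library (0.0523 and 0.0511).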

The second cluster contained upregulated genes involved in lipid metabolism and VEGF signaling (Supplemental Table S12).

**Fig. 7:**
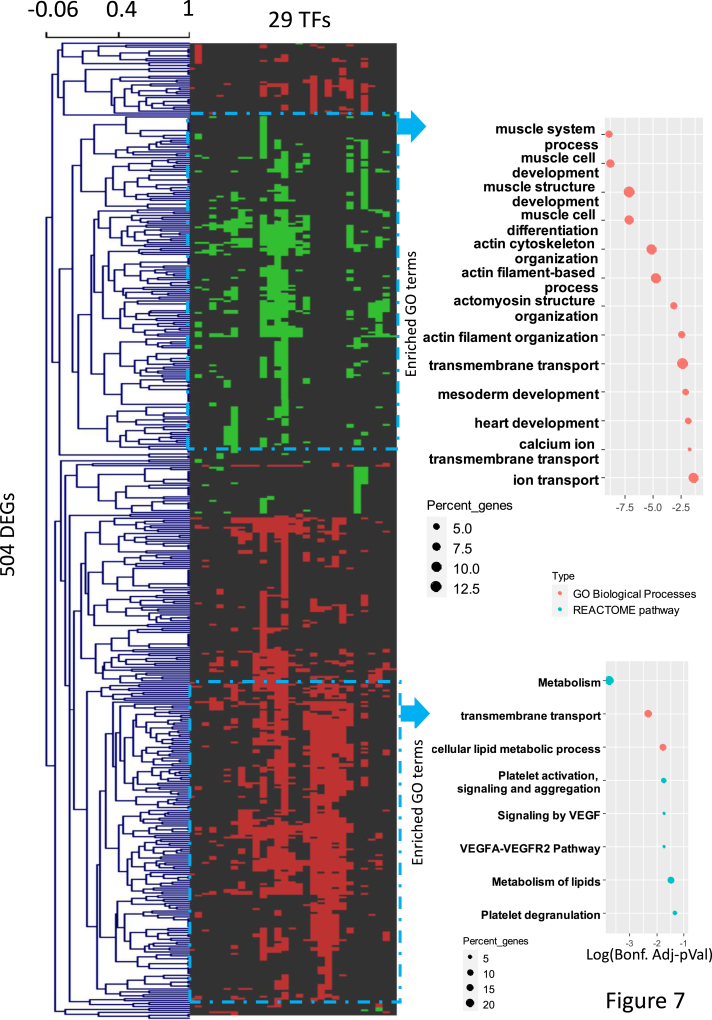
**Heat map of a two-way hierarchical clustering of 29 TFs identified as potential regulators of 504 DE genes**. Details of the selection process of both TFs and DE genes involved in the analysis are described the Experimental Procedures and Results sections. Two main groups of DE genes are highlighted and bubble plots of ORAs of the corresponding DEGs are shown on the *right*. The first one involved 174 genes downregulated by mutated AKT, and the second cluster involved 162 genes upregulated (Tables S11 and S12, respectively). ORA, overrepresentation analysis; TF, transcription factor.

Finally, we built a network of protein–protein interactions (PPIs) involving DEPs including the proteins containing the DPhospho-peptides, the four kinases predicted to phosphorylate the DPhospho-peptides and the DE kinases+phosphatases (Fig. 8). This figure shows an extremely rich network of PPIs and the hub status of AKT1. The 29 TFs described above that regulate 504 DEGs are also highly connected (Fig. 8, see discussion).

**Fig. 8:**
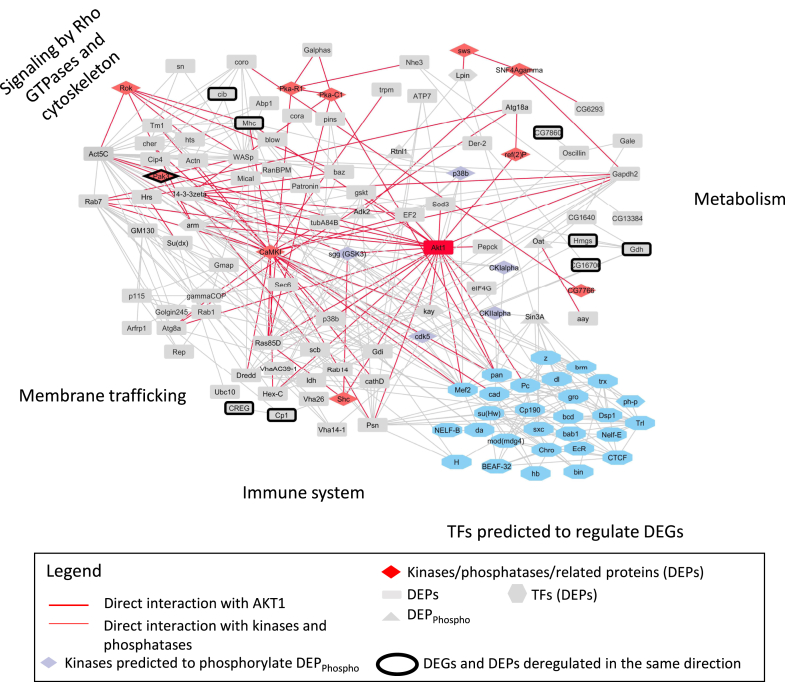
**Network of interactions linking mass spectrometry and RNA-Seq results**. The network was constructed using Cytoscape 3.8.0 (http://www.cytoscape.org) (27). The pathways shown to be significantly affected by WT AKT1 overexpression were derived from the PANGEA analysis of 255 DEPs (corrected *p* values < 0.05, Table S3). Genes/proteins deregulated at both transcriptomic and proteomic levels have been highlighted by a *thick black line*. DEP, differentially expressed protein; PANGEA, PAthway, Network and Gene set Enrichment Analysis.

## Discussion

In this study, we have used a series of *Drosophila* lines overexpressing WT and five hyperactive forms of AKT1 in follicle cells (and a reference LP line), to get insights into the cellular and molecular events behind JGCT formation. As mentioned in the Results section, the number of DEGs differed from one mutated form to another, with T15 (*i*.*e*.*,* the smallest insertion) displaying the lowest number and the one carrying the two-point variants Q79K-W80R, the highest, which correlates with their phenotypic effects.

Interestingly, we found at the transcriptional level that a series of genes indirectly upregulated by WT AKT1 were less well activated by the mutated forms. This downward U-shape suggests the existence of a potential loss of function of mutated AKT1 impacting the transcriptional regulation of such genes. This phenomenon is well known to pharmacologists and can appear in cell signaling and transcription (35). For another gene subset, we could gather evidence for a clear gain of function of the mutated forms (Fig. 5*D*), consistent with the expected pathogenic mechanism for oncogenic proteins ((36) and references therein). These results point to an unanticipated mechanistic complexity because the classical assumption for “activating” oncogenic pathogenic variants is that of a gain of function, as has been proposed for the classical E17K AKT1 variant (37).

The MS experiments that we performed were not designed to focus on DPhospho-peptides because they did not involve any phospho-peptide enrichment step. However, we were able to detect a series of DPhospho-peptides. Our analysis yielded a few candidate hyperphosphorylated proteins such as LamC (nuclear lamin), eIF4G1 (translation initiation), among others. Other peptides such as those derived from cup (mRNA localization in the oocyte) or Adk2 (purine metabolism) showed a strongly decreased phosphorylation suggesting that they might be potential targets of phosphatases that could be in turn AKT1 direct/indirect targets. Sin3A, a member of the Sin3 family of proteins linked to tumorigenesis was also found in this category. They are thought to regulate gene expression through their role as histone deacetylases and Sin3a is an important mediator of the effects of the oncogenic Ret receptor in a fly model of multiple endocrine neoplasia type 2. The link between AKT1 and Sin3A requires specific attention because the latter is known to modulate tumorigenesis by regulating a module of genes involved in cell invasion (38). On general grounds, our results confirm the implication of AKT1 in the regulation of translation (39) and points to a potential involvement of the kinase in the global regulation of gene expression through direct or indirect phosphorylation of LamC (40).

The comparison RNA-Seq *versus* MS shows that most of the transcripts/genes corresponding to the 255 DEPs were not DE. Indeed, only 20% of DEPs displayed a consistent differential expression at the mRNA level. As we have previously shown in murine granulosa cells, we invoke a layer posttranscriptional events affecting translation or stability of such proteins to explain the existence of DEPs in the absence of DE at the transcriptional level (30)). This is in line with the fact the AKT1 modifies the phosphorylation status of eIF4G1.

Figure 8 displays an interaction map of several differentially regulated players (proteins, genes, phospho-peptides) upon the action of mutated AKT1 forms and illustrates the diversity of processes and pathways that are perturbed. Interestingly, we found that calcium/calmodulin-dependent protein kinase 1 displays, along with AKT1, the maximum node degree in the PPI network. This kinase is upregulated by about 2-fold in the mutant follicle cells. A potential direct or indirect interaction of both kinases in the context of *Drosophila* cells (and potentially in the context of JGCTs) deserves further studies. In line with this, we found in a previous study using mammalian cells that CALM1 could represent a potential direct target of AKT1. Indeed, its phosphorylation level was shown too sensitive to AKT1 (depleted by knock down) but further work is required to explore the biological relevance of this findings (30). To explore how mutated AKT1 orchestrates the transcriptional changes we observed, we focused on TFs affected by AKT1 overexpression at the protein level. However, posttranslational modifications of a series of TFs (missed in our MS data) without differential expression can also be at work. To take this possibility into account, we performed *in silico* analyses to identify TFs the targets of which are DE according to our RNA-Seq data. Figure 8 also shows that such TFs are densely connected among them and with the DE TFs. They are also connected with AKT1 and calcium/calmodulin-dependent protein kinase 1. The high degree of connectivity observed points to causal relationships among the relevant genes and proteins and also point to a link with a perturbation of cell polarity by the AKT1 pathogenic variants. This requires further investigation. As shown in the figure, DEGs potentially regulated by non-DE TFs basically cluster into two main groups involved in cytoskeleton-based transactions and different facets of metabolism, in agreement with previous knowledge on AKT1 ((30) and references therein). This lends credence to the implication of such TFs on the regulation of the relevant DEGs.

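GstD2 was 3811 ± 2316 (SD, n = 12) in the mutants and 292 ± 178 (SD, n = 3) in WT, a Log2FC of 3.65 (standard error 0.60, adjusted p = 0.00621 from limma), with every mutant library above WT. GstD5 was 138 ± 97.7 and 15.7 ± 5.59 (Log2FC 2.75, standard error 0.59, adjusted p = 0.0205). These enzymes attach glutathione to reactive compounds. GstD9 was 406 ± 128 and 287 ± 91.6 (Log2FC 0.48, adjusted p = 0.317), and GstE1 was 2604 ± 718 and 1937 ± 418 (Log2FC 0.40, adjusted p = 0.317), so neither passed over all mutants. In Q79K-W80R all 4 passed, GstD2 at 6795 ± 1002 (Log2FC 4.76, adjusted p = 0.000632), GstD5 at 284 ± 11.3 (Log2FC 4.14, adjusted p = 0.000118), GstD9 at 588 ± 27.6 (Log2FC 1.08, adjusted p = 0.0133) and GstE1 at 3560 ± 244 (Log2FC 0.90, adjusted p = 0.00701). GstD1, the most abundant of the class, was 24317 ± 543 in Q79K-W80R and 7240 ± 1823 in WT (Log2FC 1.78, adjusted p = 0.000504), and GstT4 was 2500 ± 83.9 and 696 ± 88.0 (Log2FC 1.85, adjusted p = 0.000118). In T1, T15 and T5, GstD2 was 2308 ± 1309, 2119 ± 463 and 4023 ± 2340 (adjusted p = 0.260, 0.0637 and 0.0587). Of 31 glutathione S-transferase genes, 2 were higher and 0 lower in the mutants at an adjusted p under 0.05 (2 and 0 when adjusted over the list alone), with a median Log2FC of 0.44 (camera, adjusted p = 0.00418, and 0.549 with an estimated correlation). In Q79K-W80R 16 were higher and 1 lower (19 and 3 when adjusted over the list alone), with a camera adjusted p of 4.53e-05 and 0.516 with an estimated correlation. Over all mutants GstD2 lost its call without the third WT library (adjusted p = 0.0514), GstD5 without the first or the third (0.109 and 0.103), and the list without the third (0.0628 in camera). In Q79K-W80R GstD9 lost its call without the first or the third Q79K-W80R library (0.0523 and 0.0621). The GstD genes are close copies of each other and may share reads.

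**Figure D3:**
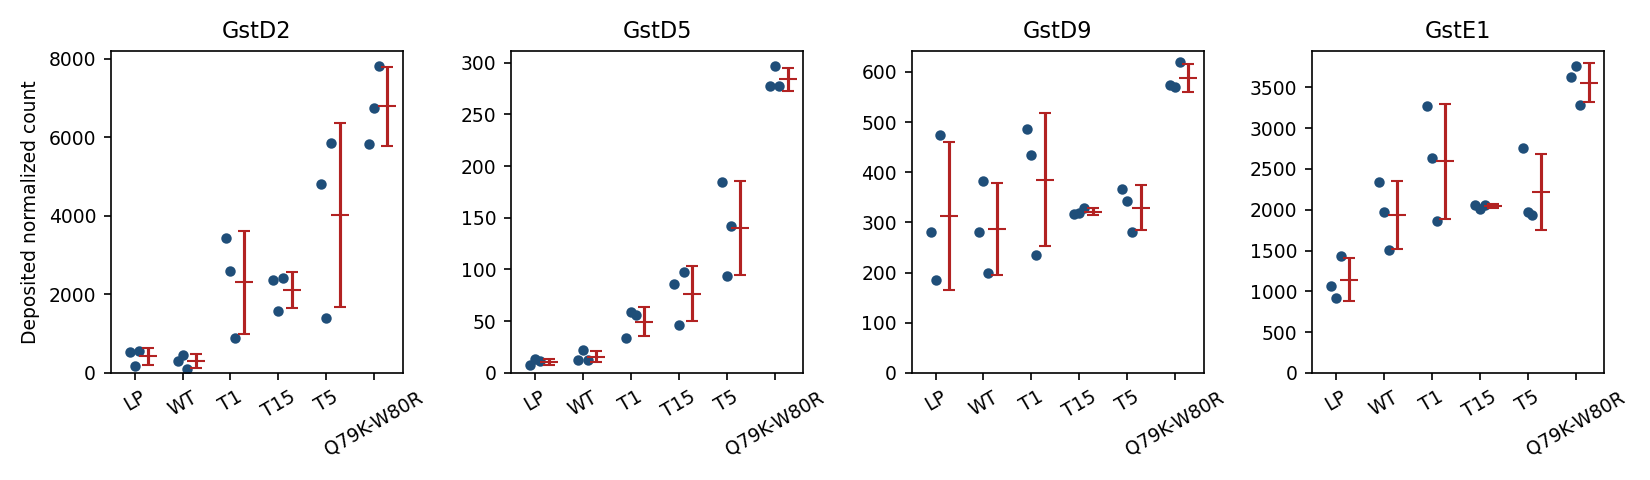
Normalized counts of GstD2, GstD5, GstD9 and GstE1 in each library, by line, where blue points are libraries and the red dash and bar are the mean and SD of 3 libraries. GstD5 averaged 284 in Q79K-W80R and 15.7 in WT.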

Interestingly, we observed an upregulation of multiple glutathione S-transferase (GST) genes, including GstD2, GstD5, GstD9, and GstE1, suggesting a robust cellular response to oxidative stress that might result from AKT1 hyperactivation. Indeed, enhanced AKT1 signaling is known to increase anabolic processes and mitochondrial activity, leading to elevated reactive oxygen species levels. To counteract the potential damage from reactive oxygen species, cells upregulate detoxifying enzymes such as GSTs. Notably, GstD2 has been identified as part of a general stress response in *Drosophila*, being upregulated under various stress conditions including oxidative stress and aging. Similarly, GstE1 is involved in detoxification processes that protect against oxidative damage. The induction of these GSTs underscores the cell's adaptive mechanisms to maintain redox homeostasis in the face of metabolic stress induced by AKT1 hyperactivation (41, 42).

Regarding the phenotypic effects of the pathogenic variants on the wings of *Drosophila*, we found a decreased density of trichomes when mutated AKT1 was expressed with respect to the LP and WT conditions. This suggests that the increase of the wing surface is more likely due to an increase of cell size (growth) than to cell proliferation. Indeed, AKT indirectly activates mTOR kinase which promotes cell growth. Specifically, AKT inhibits the TSC1-TSC2 complex entailing stimulation of mTOR, which promotes cell growth (size) and proliferation (number) via the regulation of ribosomal biogenesis and mRNA translation (mTOR phosphorylates p70S6K and several eIF4E binding proteins (43)).

As shown in the results section, trichome density reached its smallest value for the mutant Q79K-W80 R confirming that it is the most hyperactive variant tested. Upregulation of the cytoskeletal components Cher (Filamin) and Act5C (actin 5C) aligns with the observed trichome misorientation. This causes changes in actin cytoskeleton dynamics that can lead to impaired planar cell polarity, explaining the increased trichome angle dispersion (44, 45, 46).

The expression of the various mutated AKT1 forms in ovarian follicle cells led to abnormal cell morphology correlating with the degree of activation (as shown in previous experiments). The nuclei appeared much closer to the basal cell pole than those expressing WT AKT1, which points again to a perturbation of cell polarity (Fig. 2*C*). Such cells can be considered as “epithelial cells” which are polarized along their apical–basal axis. We find in our MS data that Pak3 is activated (2X in cells expressing the mutated AKT versions). This is supposed to alter the specification of the apical domain identity in such cells. Indeed, it is known that Pak kinases can phosphorylate polarity proteins and their overactivation disrupts epithelial organization. This is consistent with the polarity abnormalities we observed in ovarian follicular cells (47). This is accompanied by a loss of apical polarization markers such as Crumbs, Par3/Bazooka, or ZO-1 (48). Consistently, we show a decreased expression of Baz in our MS data.

Our results also show that AKT is involved in conveying cell-fate information driving cell shape changes and movements. This is particularly so in the generation of the dorsal appendages (31). Indeed, we observed the presence of shorter and/or abnormal respiratory appendages in the embryos expressing mutated AKT1 (Fig. S2). Consistently, several transcripts and proteins involved in the morphogenesis of the dorsal appendages were deregulated by the mutants (31). For instance, cheerio/filamin (mentioned above), peanut, singed/fascin, kayak/fos, and fasciclin were found upregulated in our MS data.

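At the RNA level, cher, which encodes the actin crosslinker filamin, was 11046 ± 208 (SD, n = 3) in Q79K-W80R and 7078 ± 841 (SD, n = 3) in WT, a Log2FC of 0.65 (standard error 0.10, adjusted p = 0.00393 from limma). Over all mutants its Log2FC was 0.48 (adjusted p = 0.0793). kay, the Fos protein of the AP-1 transcription factor, was 4652 ± 95.3 in Q79K-W80R and 3162 ± 324 in WT (Log2FC 0.56, adjusted p = 0.00447), just under the fold threshold, and 0.45 over all mutants (adjusted p = 0.178). cher and kay passed at the adjusted p in Q79K-W80R with each library left out in turn. pnut, the septin peanut, was 6453 ± 294 (SD, n = 12) over all mutants and 5461 ± 366 in WT (Log2FC 0.24, adjusted p = 0.0382, and 0.204 and 0.0856 without the first and the third WT library), and it also lost its call without the first T15 library, any T5 library or the first or the second Q79K-W80R library (0.0502 to 0.0604). Of the fasciclins, which are cell adhesion proteins, Fas3 was 5701 ± 535 in Q79K-W80R and 3396 ± 756 in WT (Log2FC 0.77, adjusted p = 0.0175, and 0.0766 and 0.0652 without the first and the second Q79K-W80R library). Fas2 had a Log2FC of 0.32 in Q79K-W80R (adjusted p = 0.216), and sn, the actin bundler fascin, of 0.16 (adjusted p = 0.401), neither beyond the spread of the libraries.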

Our data, taken altogether, map the *in vivo* molecular effects of AKT1 activation at the proteomic and transcriptomic levels in *Drosophila* follicle cells. The expression of mutated forms provokes the appearance of mutant phenotypes (ovary, wings) confirming their probable causality in pathology. We confirm and extend the role of this kinase in critical cancer-related cellular processes beyond cell growth and proliferation. Our experimental and *in silico* study provides a series of dysregulated pathways that deserve further investigation to shed light upon the implication of this kinase in oncogenic processes.

## Data Availability

RNA-Seq data were deposited in Gene Expression Omnibus (RRID: SCR_005012) (GSE251846). MS data are available via ProteomeXchange with identifier PXD060549.

## Supplemental Data

This article contains supplemental data.

## Conflict of Interests

The authors declare no competing interests.

## References

[1] Pectasides D., Pectasides E., Psyrri A. (2008). Granulosa cell tumor of the ovary. Cancer Treat. Rev..

[2] Young R.H., Scully R.E. (1992). Endocrine tumors of the ovary. Curr. Top. Pathol. Ergeb. Pathol..

[3] Fleming N.A., de Nanassy J., Lawrence S., Black A.Y. (2010). Juvenile granulosa and theca cell tumor of the ovary as a rare cause of precocious puberty: case report and review of literature. J. Pediatr. Adolesc. Gynecol..

[4] Kalfa N., Philibert P., Patte C., Ecochard A., Duvillard P., Baldet P. (2007). Extinction of FOXL2 expression in aggressive ovarian granulosa cell tumors in children. Fertil. Steril..

[5] Kalfa N., Ecochard A., Patte C., Duvillard P., Audran F., Pienkowski C. (2006). Activating mutations of the stimulatory g protein in juvenile ovarian granulosa cell tumors: a new prognostic factor?. J. Clin. Endocrinol. Metab..

[6] Bessière L., Todeschini A.L., Auguste A., Sarnacki S., Flatters D., Legois B. (2015). A hot-spot of in-frame duplications activates the oncoprotein AKT1 in juvenile granulosa cell tumors. EBioMedicine.

[7] Auguste A., Bessière L., Todeschini A.L., Caburet S., Sarnacki S., Prat J. (2015). Molecular analyses of juvenile granulosa cell tumors bearing AKT1 mutations provide insights into tumor biology and therapeutic leads. Hum. Mol. Genet..

[8] Gibson T.J., Hyvönen M., Musacchio A., Saraste M., Birney E. (1994). PH domain: the first anniversary. Trends Biochem. Sci..

[9] Warfel N.A., Niederst M., Newton A.C. (2011). Disruption of the interface between the pleckstrin homology (PH) and kinase domains of Akt protein is sufficient for hydrophobic motif site phosphorylation in the absence of mTORC2. J. Biol. Chem..

[10] Mahajan K., Mahajan N.P. (2012). PI3K-independent AKT activation in cancers: a treasure trove for novel therapeutics. J. Cell. Physiol..

[11] Yi K.H., Axtmayer J., Gustin J.P., Rajpurohit A., Lauring J. (2013). Functional analysis of non-hotspot AKT1 mutants found in human breast cancers identifies novel driver mutations: implications for personalized medicine. Oncotarget.

[12] Calleja V., Laguerre M., Parker P.J., Larijani B. (2009). Role of a novel PH-kinase domain interface in PKB/Akt regulation: structural mechanism for allosteric inhibition. Plos Biol..

[13] Pereira B., Chin S.F., Rueda O.M., Vollan H.K.M., Provenzano E., Bardwell H.A. (2016). The somatic mutation profiles of 2,433 breast cancers refines their genomic and transcriptomic landscapes. Nat. Commun..

[14] Lefebvre C., Bachelot T., Filleron T., Pedrero M., Campone M., Soria J.C. (2016). Mutational profile of metastatic breast cancers: a retrospective analysis. PLoS Med..

[15] Zehir A., Benayed R., Shah R.H., Syed A., Middha S., Kim H.R. (2017). Mutational landscape of metastatic cancer revealed from prospective clinical sequencing of 10,000 patients. Nat. Med..

[16] Chang M.T., Bhattarai T.S., Schram A.M., Bielski C.M., Donoghue M.T.A., Jonsson P. (2018). Accelerating discovery of functional mutant alleles in cancer. Cancer Discov..

[17] Yeh Y.-C., Ho H.L., Wu Y.C., Pan C.C., Wang Y.C., Chou T.Y. (2020). AKT1 internal tandem duplications and point mutations are the genetic hallmarks of sclerosing pneumocytoma. Mod. Pathol..

[18] Brunet A., Bonni A., Zigmond M.J., Lin M.Z., Juo P., Hu L.S. (1999). Akt promotes cell survival by phosphorylating and inhibiting a Forkhead transcription factor. Cell.

[19] Aoki M., Fujishita T. (2017). Oncogenic roles of the PI3K/AKT/mTOR axis. Curr. Top. Microbiol. Immunol..

[20] Mirzoyan Z., Sollazzo M., Allocca M., Valenza A.M., Grifoni D., Bellosta P. (2019). Drosophila melanogaster: a model organism to study cancer. Front. Genet..

[21] Bischof J., Maeda R.K., Hediger M., Karch F., Basler K. (2007). An optimized transgenesis system for Drosophila using germ-line-specific ϕC31 integrases. Proc. Natl. Acad. Sci. U. S. A..

[22] Gervais L., Claret S., Januschke J., Roth S., Guichet A. (2008). PIP5K-dependent production of PIP2 sustains microtubule organization to establish polarized transport in the Drosophila oocyte. Dev. Camb. Engl..

[23] Bryant Z., Subrahmanyan L., Tworoger M., LaTray L., Liu C.R., Li M.J. (1999). Characterization of differentially expressed genes in purified Drosophila follicle cells: toward a general strategy for cell type-specific developmental analysis. Proc. Natl. Acad. Sci. U. S. A..

[24] Schneider C.A., Rasband W.S., Eliceiri K.W. (2012). NIH Image to ImageJ: 25 years of image analysis. Nat. Methods..

[25] Dobens L.L., Shipman A., Axelrod J.D. (2018). FijiWingsPolarity: an open source toolkit for semi-automated detection of cell polarity. Fly (Austin).

[26] Szklarczyk D., Gable A.L., Lyon D., Junge A., Wyder S., Huerta-Cepas J. (2019). STRING v11: protein-protein association networks with increased coverage, supporting functional discovery in genome-wide experimental datasets. Nucleic Acids Res..

[27] Shannon P., Markiel A., Ozier O., Baliga N.S., Wang J.T., Ramage D. (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res..

[28] Taus T., Köcher T., Pichler P., Paschke C., Schmidt A., Henrich C., Mechtler K. (2011). Universal and confident phosphorylation site localization using phosphoRS. J. Proteome Res..

[29] Perez-Riverol Y., Bandla C., Kundu D.J., Kamatchinathan S., Bai J., Hewapathirana S. (2025). The PRIDE database at 20 years: 2025 update. Nucleic Acids Res..

[30] Elzaiat M., Herman L., Legois B., Léger T., Todeschini A.L., Veitia R.A. (2019). High-throughput exploration of the network dependent on AKT1 in mouse ovarian granulosa cells. Mol. Cell. Proteomics..

[31] Berg C.A. (2005). The Drosophila shell game: patterning genes and morphological change. Trends Genet..

[32] Hung Y.P., Teragawa C., Kosaisawe N., Gillies T.E., Pargett M., Minguet M. (2017). Akt regulation of glycolysis mediates bioenergetic stability in epithelial cells. eLife.

[33] Murali T., Pacifico S., Yu J., Guest S., Roberts G.G., Finley R.L. (2011). DroID 2011: a comprehensive, integrated resource for protein, transcription factor, RNA and gene interactions for Drosophila. Nucleic Acids Res..

[34] Saeed A.I., Sharov V., White J., Li J., Liang W., Bhagabati N. (2003). TM4: a free, open-source system for microarray data management and analysis. BioTechniques.

[35] Gibson T.J., Seiler M., Veitia R.A. (2013). The transience of transient overexpression. Nat. Methods.

[36] Pilsworth J.A., Todeschini A.L., Neilson S.J., Cochrane D.R., Lai D., Anttonen M. (2021). FOXL2 in adult-type granulosa cell tumour of the ovary: oncogene or tumour suppressor gene?. J. Pathol..

[37] Chen Y., Huang L., Dong Y., Tao C., Zhang R., Shao H., Shen H. (2020). Effect of AKT1 (p. E17K) hotspot mutation on malignant tumorigenesis and prognosis. Front. Cell. Dev. Biol..

[38] Das T.K., Sangodkar J., Negre N., Narla G., Cagan R.L. (2013). Sin3a acts through a multi-gene module to regulate invasion in Drosophila and human tumors. Oncogene.

[39] Ruggero D., Sonenberg N. (2005). The Akt of translational control. Oncogene.

[40] Gurudatta B.V., Shashidhara L.S., Parnaik V.K. (2010). Lamin C and chromatin organization in Drosophila. J. Genet..

[41] Gonzalez D., Fraichard S., Grassein P., Delarue P., Senet P., Nicolaï A. (2018). Characterization of a Drosophila glutathione transferase involved in isothiocyanate detoxification. Insect. Biochem. Mol. Biol..

[42] Enayati A.A., Ranson H., Hemingway J. (2005). Insect glutathione transferases and insecticide resistance. Insect. Mol. Biol..

[43] Cheung M., Testa J.R. (2013). Diverse mechanisms of AKT pathway activation in human malignancy. Curr. Cancer. Drug. Targets..

[44] Koehler S., Huber T.B., Denholm B. (2022). A protective role for Drosophila Filamin in nephrocytes via Yorkie mediated hypertrophy. Life Sci. Alliance..

[45] Sokol N.S., Cooley L. (1999). Drosophila filamin encoded by the cheerio locus is a component of ovarian ring canals. Curr. Biol..

[46] Ugrankar-Banerjee R., Tran S., Bowerman J., Kovalenko A., Paul B., Henne W.M. (2023). The fat body cortical actin network regulates Drosophila inter-organ nutrient trafficking, signaling, and adipose cell size. eLife.

[47] Ozdowski E.F., Gayle S., Bao H., Zhang B., Sherwood N.T. (2011). Loss of Drosophila melanogaster p21-activated kinase 3 suppresses defects in synapse structure and function caused by spastin mutations. Genetics.

[48] M A.-A., Elbediwy A., Foglizzo V., Fletcher G.C., Li V.S.W., Thompson B.J. (2018). Pak1 kinase maintains apical membrane identity in Epithelia. Cell Rep.

# Supplementary material for: Deciphering the Impact of AKT1 Pathogenic Variants in Juvenile Granulosa Cell Tumors Using a Drosophila Model
**Source:** Mol Cell Proteomics. 2025 Nov 13;24(12):101466. doi: 10.1016/j.mcpro.2025.101466
**Supplement:** Table S12

Figure S1: Immunostaining of an egg chamber expressing WT or T5 mutant AKT1 under the control of the driver *traffic jam*-GAL4. Actin was stained with phalloidin (in red), the plasma membrane by Wheat Germ Agglutinin (in red), AKT1 by immunostaining (in green, anti-phospho-S473 AKT1) and nuclei are stained with Hoechst. The white rectangles indicate the positions that are zoomed in on the panels below each relevant panel to show the localization of WT or mutated AKT1 and the mislocalization of the nuclei in the mutants. Scale bars indicate 20 μ m.

Figure S2: Chorionic phenotypes resulting from mutated AKT1 expression. a. Mature eggs laid by females expressing WT or mutated AKT1 under the control of the driver *traffic jam*-GAL4. Different phenotypes were scored: shorter and/or fused dorsal appendages. Scale bars indicate 200 μ m. **b-c.** Percentage of eggs in each category (normal or abnormal) laid by females expressing WT or mutant AKT1 at 22°C (**b**) or at 25°C with stronger expression of transgenic forms of AKT1 (**c**).

Figure S3: Expression of WT or mutated AKT1 in wing imaginal disc affects cell growth. **a. Adult wings from male flies not expressing AKT1 (LP), or expressing WT, T1 or Q79K-W80R.** The asterisks (*) show the disappearance of a characteristic vein. Scale bar=500µM **b. Boxplot of the variation of male relative wing surfaces when WT or mutated *AKT1* are expressed compared to control condition (no AKT1 expression, Landing pad (LP)).** Specifically, we calculated for each wing, the ratio of the area of a wing section expressing transgenic AKT1 (delimited by the white line in Fig S3a, uppermost panel) over the surface of the section not expressing the transgene (in black in Fig S3a). In the transgenic area, different forms of AKT1 are expressed under *patched*-GAL4 control. Landing Pad: *patched*-GAL4/Landing pad (no AKT1 expression); WT: *patched*-GAL4/UAS-AKT1-WT; T1: *patched*-GAL4/UAS-AKT1-T1 ; T15: *patched*-GAL4/UAS-AKT1-T15 ; T12: *patched*-GAL4/UAS-AKT1-T12 ; Q79K-W80R: *patched*-GAL4/UAS-AKT1-Q79K-W80R. **c. Adult wings from male flies not expressing AKT1 (LP), or expressing WT, T1 or Q79K-W80R.** For each wing, two rectangles of the same size were defined: one in the transgenic area and one in the area where the transgene was not expressed (Ref). **d. Boxplot of variation of male wing surfaces when WT or mutated *AKT1* are expressed compared to control condition (no AKT1 expression, LP).** For each wing, the number of trichomes in the transgenic (AKT1 expression) section and in the section with no transgene expression (Ref) was counted and the ratios calculated.

Figure S4: a-b Principal Component Analysis of DEPs in *Drosophila* expressing WT or mutated AKT1 with the three biological replicates of each condition averaged (a) or not (b). The different conditions are represented as follows: WT in

black, T1 (=MUT-1) in red, T15 (=MUT2) in blue, T5 (=MUT3) in green and Q79KW80R (=MUT4) in pink. **c.** Histogram showing the distribution of $\log_2$ -transformed protein intensities for mutant versus WT conditions. The majority of proteins exhibit intensities centered around zero, indicating normalization of the data and comparable expression levels across samples. **d.** Volcano plot highlighting significantly up- (in red) and down (in blue) -regulated proteins between WT or LandingPad conditions.

Figure S5: Annotated MS/MS spectra for some protein identified on one peptide.

Representative tandem mass spectrometry spectra showing peptide sequence coverage and fragment ion assignment (b- and y-ions) for 14-3-3-zeta (24652326), Actn (442614864), Hnf4 (241669014), Hex-C (10765475), Kay (221460401). For each example, sequence and -10LogP (localization confidence scores) are indicated above spectrum.

Figure S6: Correlation between RT-qPCR and RNAseq data. FoldChange correlation between RT-qPCR and RNAseq data for T5 and Q79KW80R.

Figure S7: Annotated MS/MS spectra of phosphopeptides. Representative tandem mass spectrometry spectra showing peptide sequence coverage and fragment ion assignment (b- and y-ions) for phosphopeptides identified from CUP (2213915), eEF2 (24585709), eIF4G1 (161076327), and LamC (531500). A few examples are presented, involving serine as the phosphorylation site. The position concerned is indicated by a blue arrow. -10LogP : localization confidence scores.

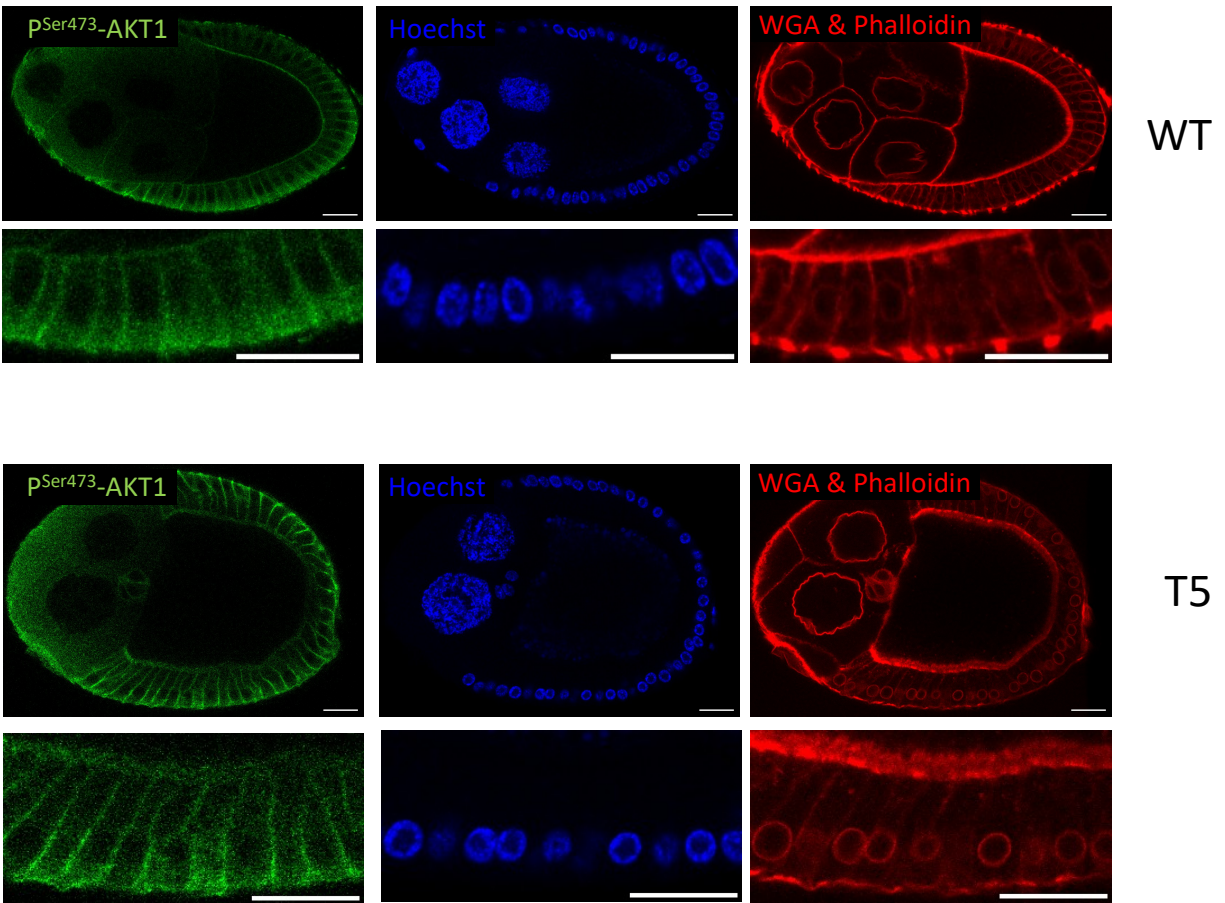

Figure S1

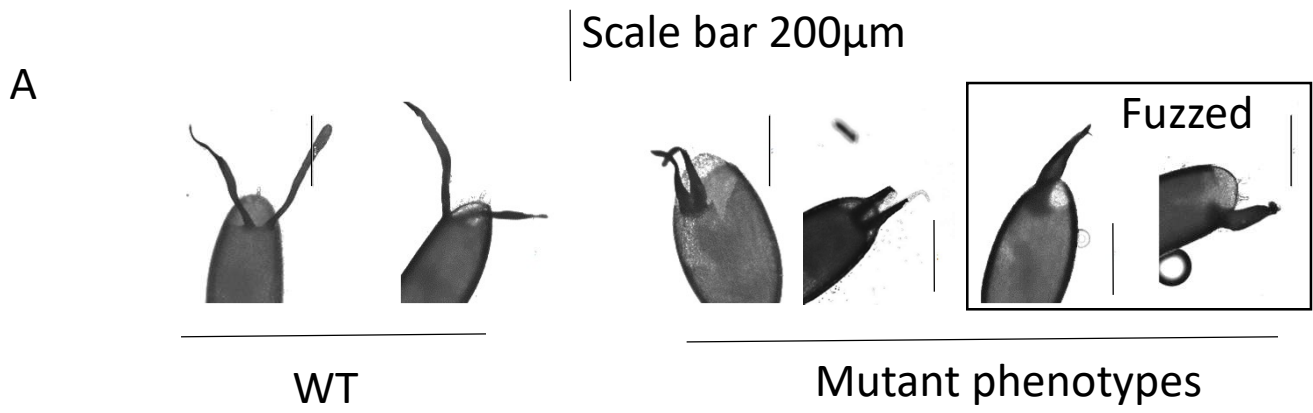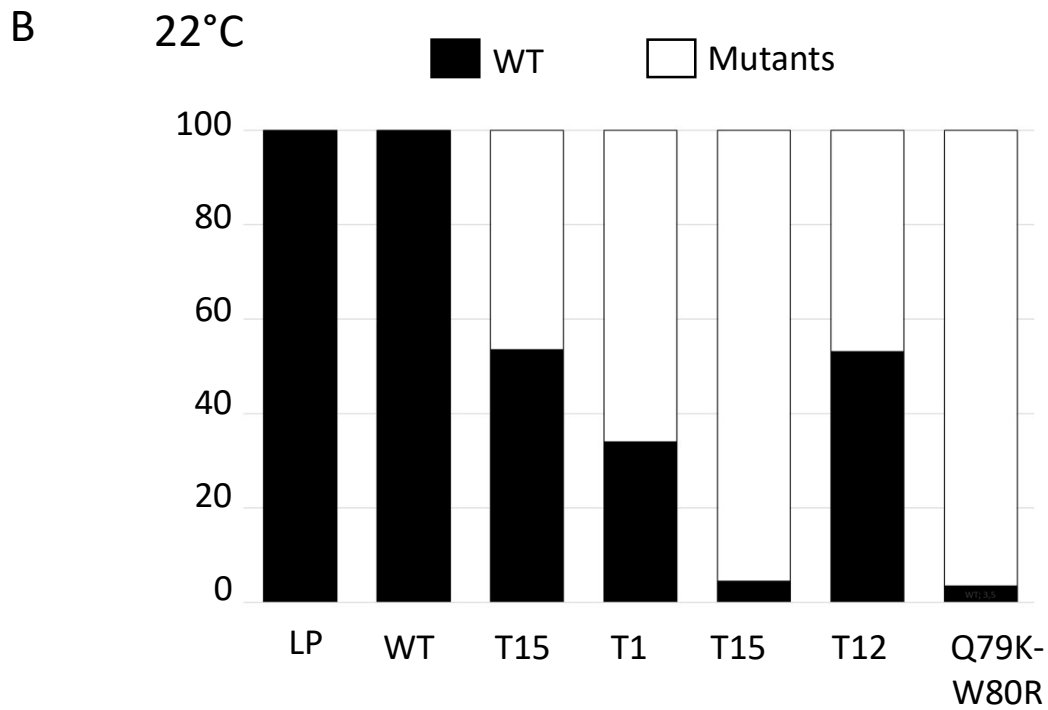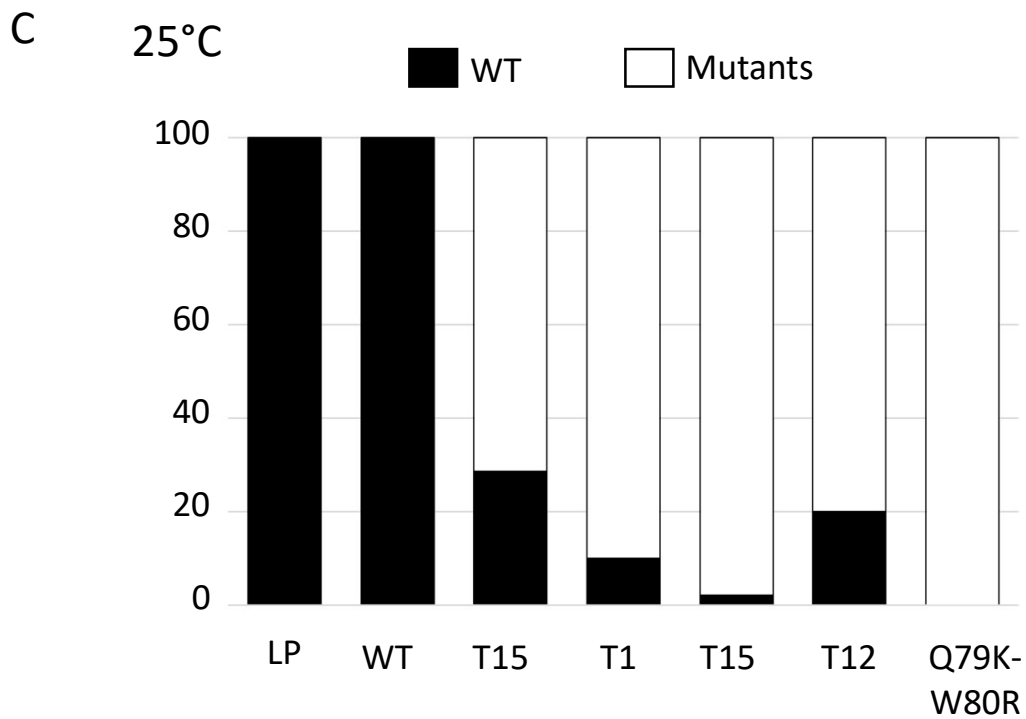

Figure S2

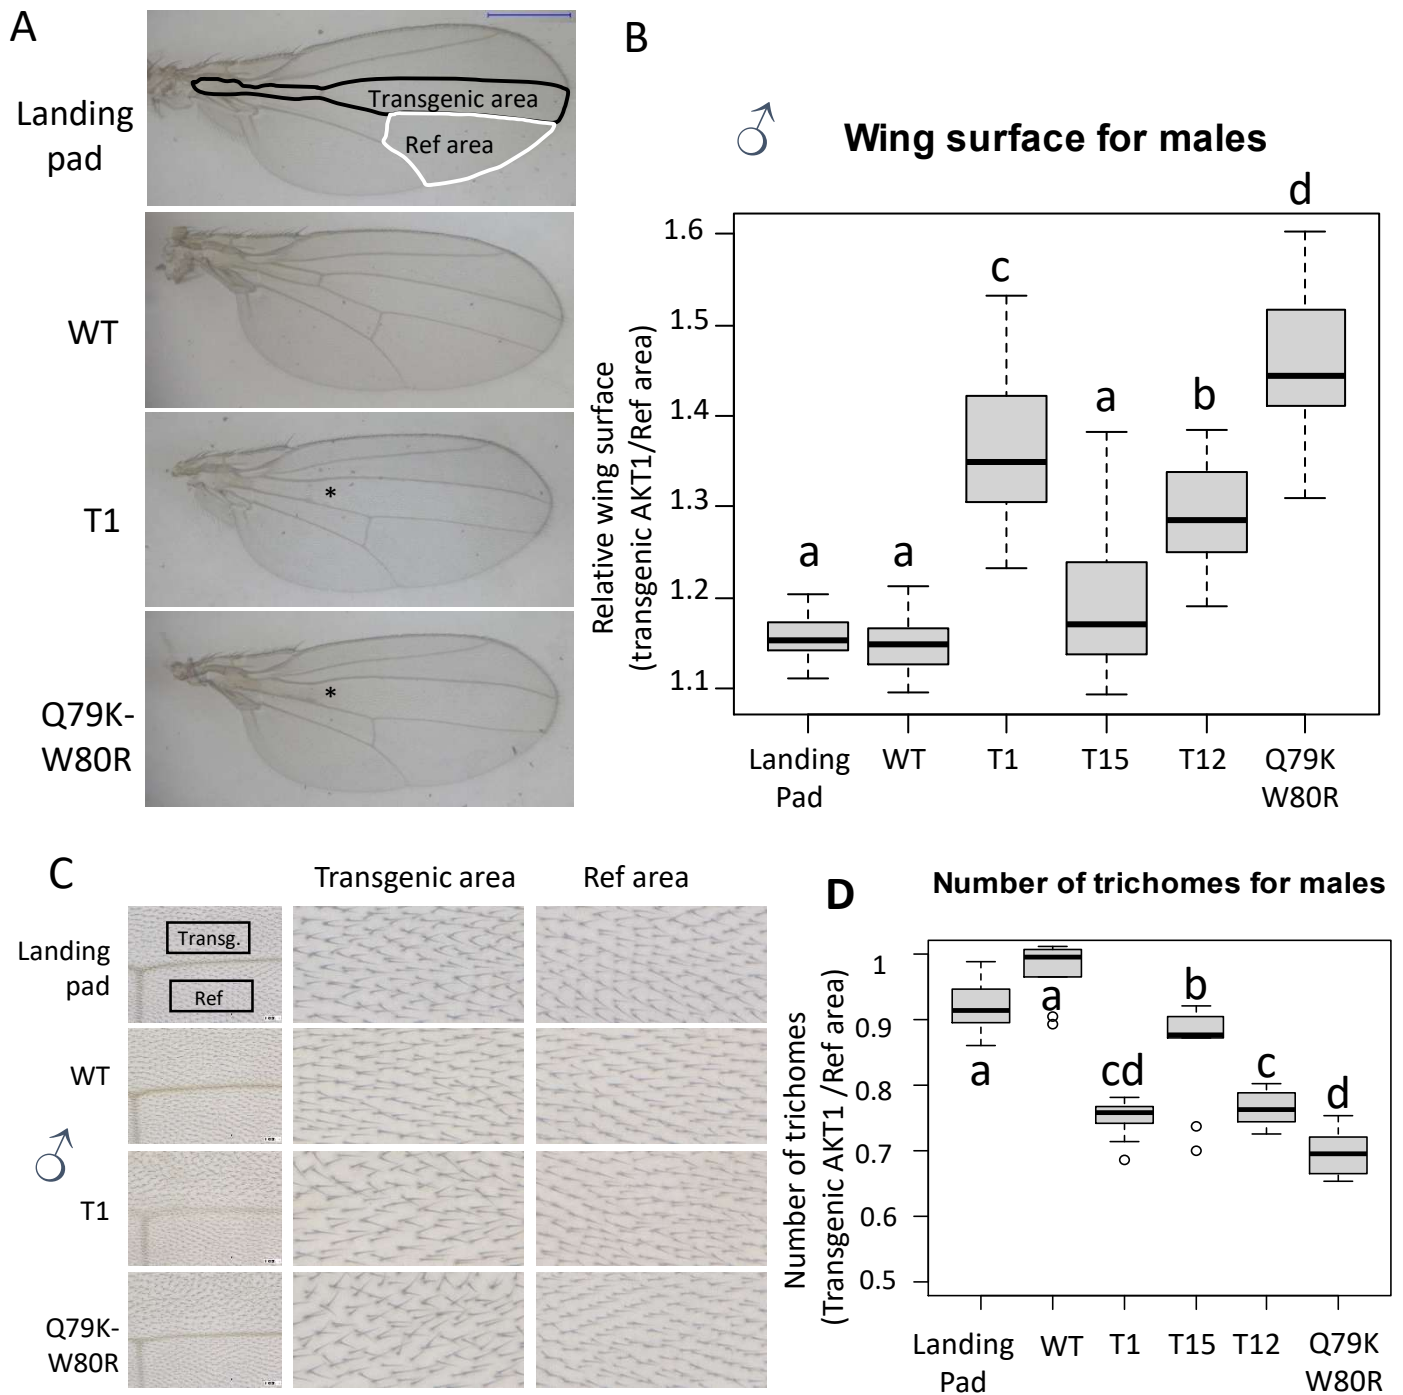

Figure S3

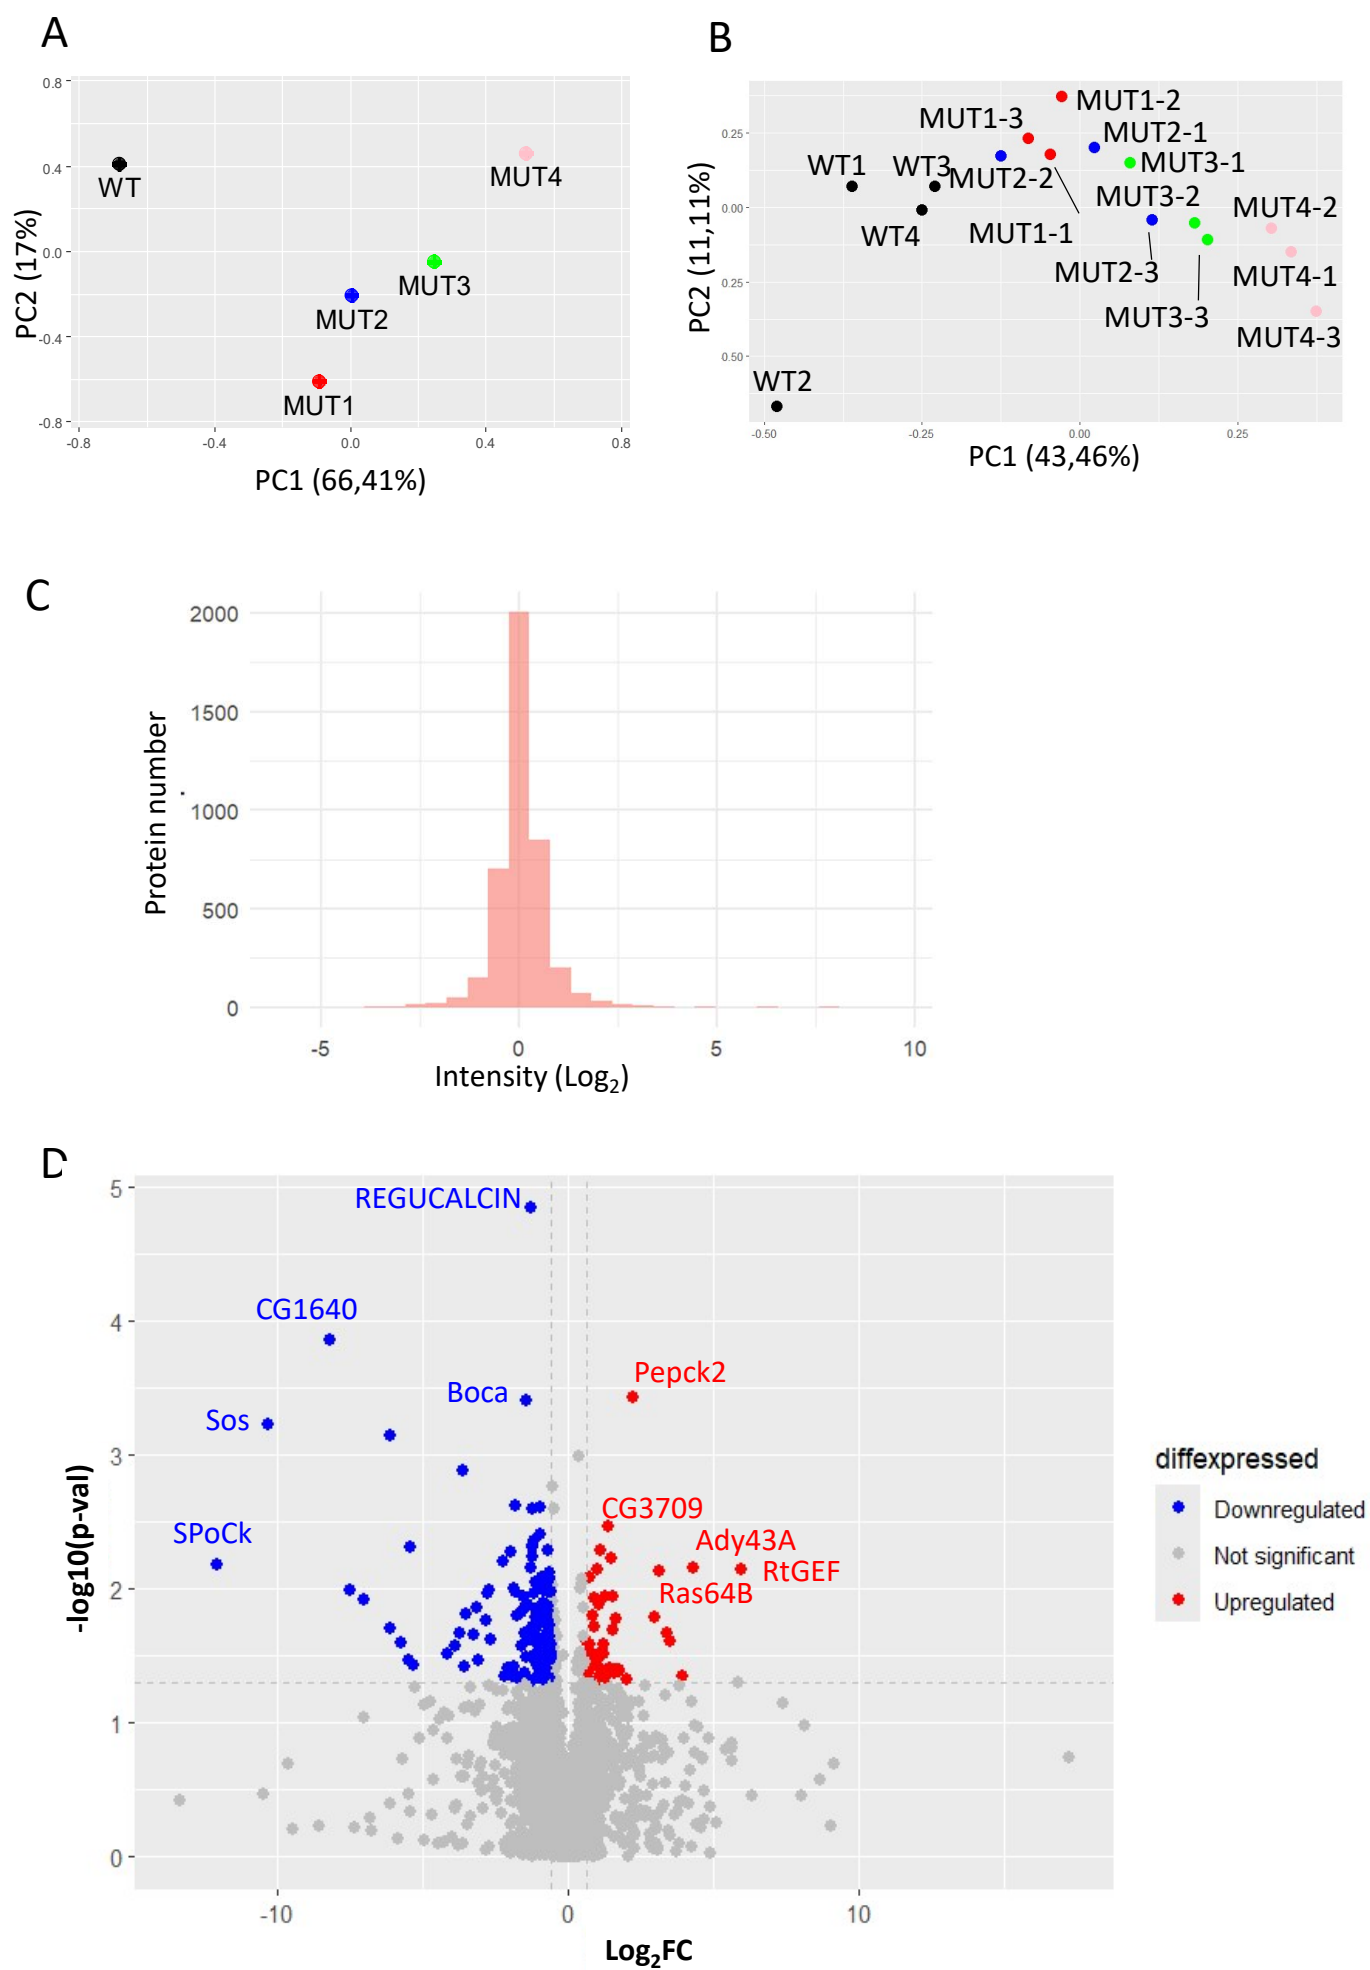

Figure S4

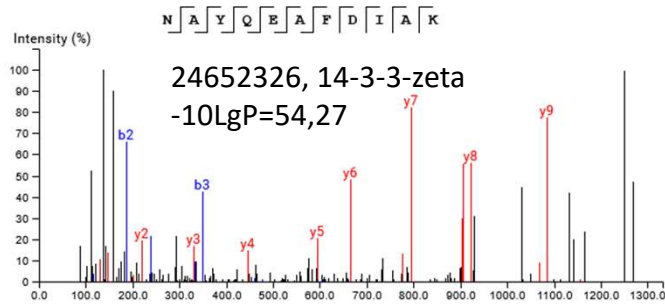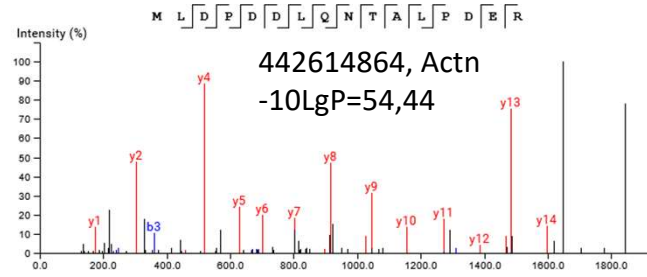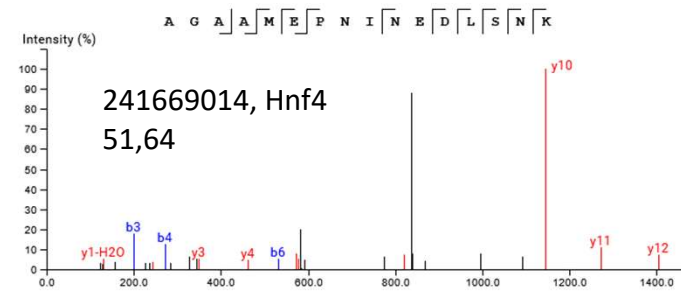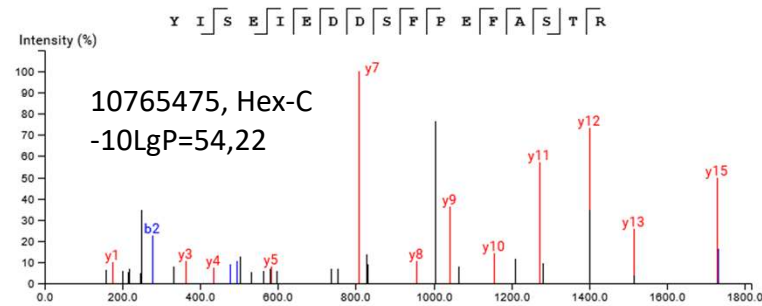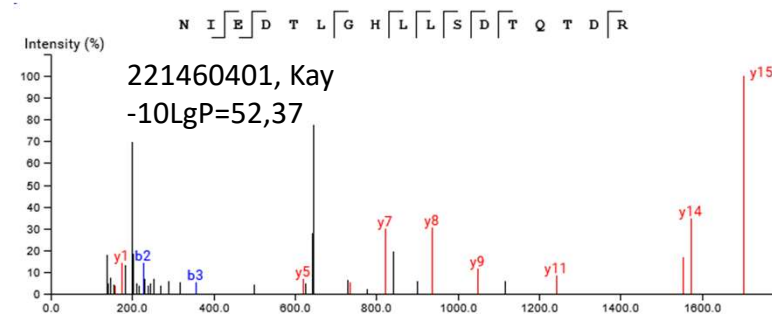

Figure S5

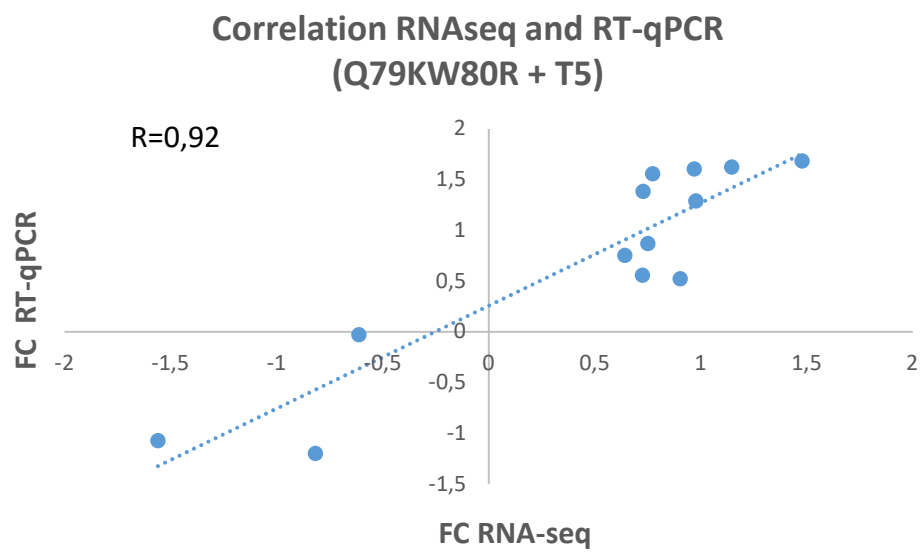

Figure S6

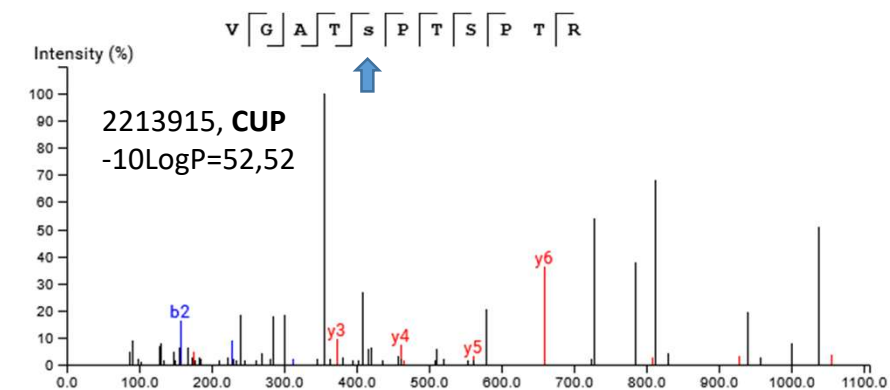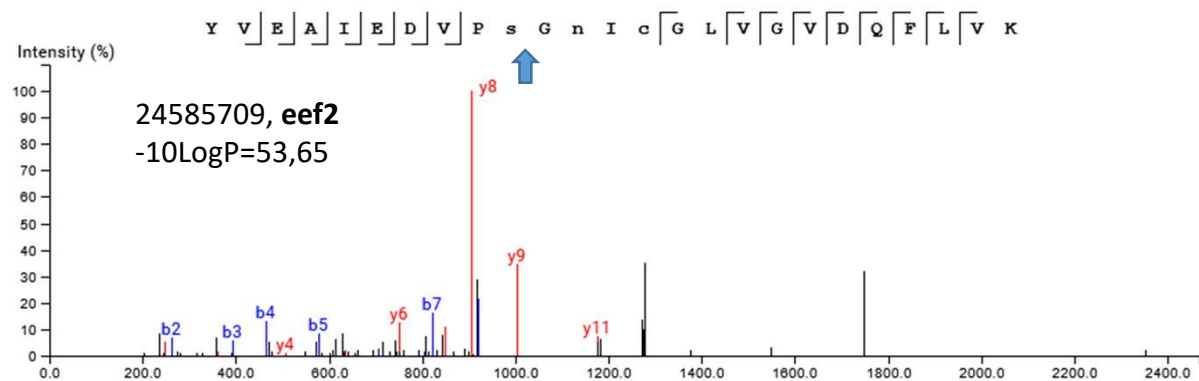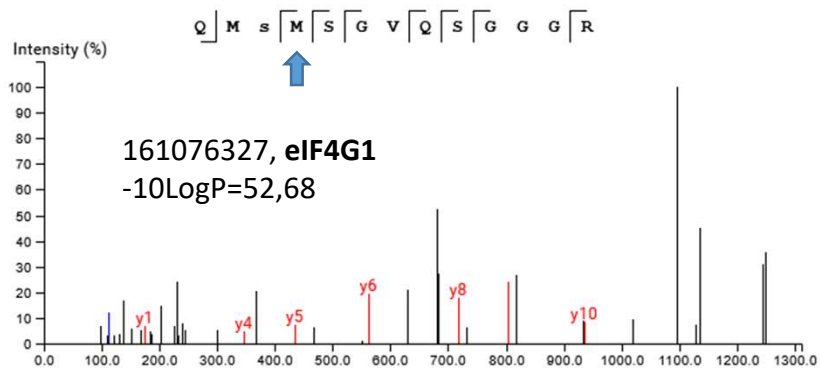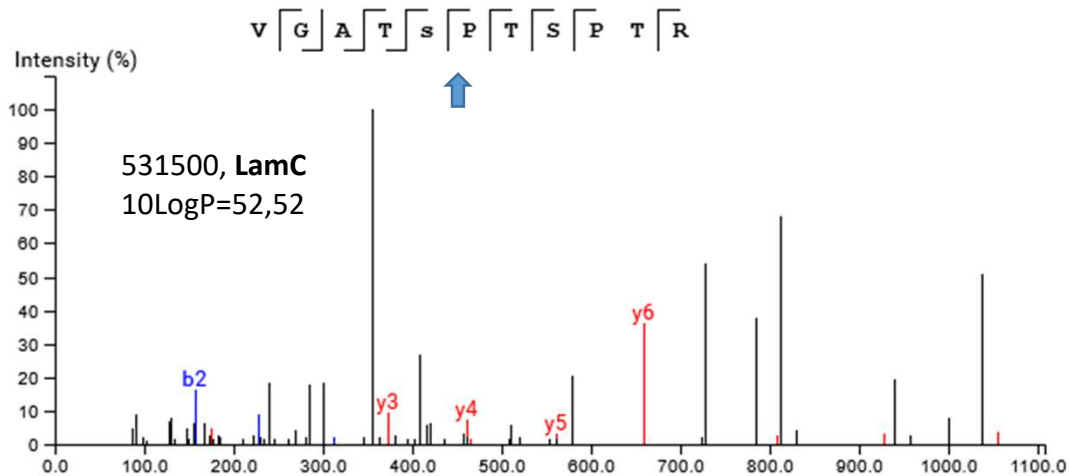

Figure S7

How the deposited data were processed for this re-analysis (not part of the article)

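RNA-Seq was done on follicle cells of 6 groups of Drosophila lines, LP, WT, T1, T15, T5 and Q79K-W80R, with 3 libraries per group and 18 in all. Ovaries were digested with trypsin and collagenase and the cells passed through a mesh, and the paper's text describes no sort of the cells. The paper states that RT-qPCR served to evaluate how well the cells were purified. The deposited signal is a normalized count per gene, made by the authors with RSEM and DESeq2 as described beside the RNA-Seq results. Its mean over the 18 libraries equals the base mean in Supplemental Tables S4 and S5, so the authors scaled all 18 libraries together. The matrix holds 17493 genes, 17372 of which had a symbol in the reference annotation, and 2607 were at 0 in every library. All 18 columns were used. The sample record of Q79K-W80R names only 2 result files, and the third of its columns was assigned by the name it shares with them, as the paper gives 3 samples per mutant. The genome build was not given, so no coordinates are printed, and the reference annotation served only for gene names, chromosome arms and neighbors.

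From the deposited values, log2(value + 1) was computed, and groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) over genes with a value of at least 10 in at least 3 of the compared libraries. Adjusted p values are Benjamini-Hochberg values over all genes tested, and a DEG had an adjusted p under 0.05 and a Log2FC of at least 0.585 in either direction, the paper's thresholds. The comparisons were WT with LP, the 12 mutant libraries with WT, each mutant with WT, and each pair of mutants within a fit of the 12 mutant libraries. Gene lists were tested with camera at a preset correlation of 0.01 and at an estimated correlation, adjusted over the lists of a comparison, and with fry. With an estimated correlation no list passed in any comparison. Single values were compared by two-sided exact permutation tests, and correlations across genes by permutation tests with 100000 resamples, or exact ones for fewer than 10 genes. The tests on single values take libraries as free to change places, although libraries of a line go together. The test was tried on simulated data made from the means and spreads of these libraries. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

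The comparisons, the tests, 39 gene lists and the rule for naming genes were fixed before the data were examined, and 1 list was added afterwards. The rule names the 8 largest rises and 8 largest falls in WT against LP and in the mutants against WT, among DEGs whose groups do not overlap and whose higher group averages at least 50. It names 3 and 3 by the same criteria in each mutant, the genes the paper names, up to 4 genes per list, 5 and 5 genes of Supplemental Table S6, proteins with opposite RNA, and genes that check the genotype. The values in the paper's tables had been seen when the rule was written. The mutations cannot be checked in these libraries, since the values are for fly genes and hold no human AKT1.

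Library names carry replicate numbers. Deviations from the group means were correlated between libraries of the same number, and in 1 of 15 pairs of groups, WT with T15, all 3 correlations were above 0.1 (0.154, 0.173 and 0.117), so the blocked count is given for T15. In the other comparisons the libraries share only a number. Since whole reads could not be had back, tests on counts were not run. The alternatives tried were a pseudocount of 0.5 or 5, no filter, a mean of at least 50, rescaling by TMM factors, quantile normalization, no trend, all 18 libraries in the fit, a replicate block, each library or mutant form left out, and LP as the reference. The mass spectrometry, RT-qPCR and cell experiments have no deposited values here and were left out, apart from protein Log2FC from the paper's tables. The clusters of Supplemental Tables S11 and S12 were not tested. The result of 1 gene is not reported here.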

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

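The test of Hsp70Ba, the midgut list and covariate and the counts between mutants with single libraries left out were chosen only after the results were seen.

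The mutants differed from each other in the direct contrast of limma over 9396 genes. GstD5 was higher in Q79K-W80R than in T15 (Log2FC 1.94, adjusted p = 0.00965), as were the TOR inhibitor chrb (1.95, 0.00410), the ferritin subunit Fer1HCH (1.93, 0.0188) and cib (1.06, 0.0294). daw was higher in Q79K-W80R, T5 and T15 than in T1 (Log2FC 2.31, 1.62 and 1.50, adjusted p = 0.00157, 0.0205 and 0.0350). The contrasts gave 911 DEGs for Q79K-W80R against T15 (692 higher, 219 lower), 79 for Q79K-W80R against T1 (47 and 32), 50 for Q79K-W80R against T5 (28 and 22), 30 for T15 against T1 (6 and 24), 25 for T5 against T1 (13 and 12) and 6 for T5 against T15 (6 and 0). These results stand out because the effects of 2 mutants differ in a test of the difference itself. The counts rest on single libraries. Q79K-W80R against T15 gave 217 and 94 DEGs without the first and second T15 library and 90, 99 and 115 without the Q79K-W80R libraries. Without the third T1 library, T15 against T1 gave 2092, T5 against T1 845 and Q79K-W80R against T1 390, and without the second T1 library these were 126, 9 and 50. Without the first T1 library the first 2 gave 12 and 14. T15 against T1 gave 7, 12 and 10 without the T15 libraries. T5 against T1 gave 9, 39 and 7 and T5 against T15 gave 1, 141 and 1 without the T5 libraries, and T5 against T15 gave 3 without the first T15 library. Q79K-W80R against T1 gave 30, 26 and 26, and Q79K-W80R against T5 17, 15 and 12, without the Q79K-W80R libraries, and the latter gave 27, 28 and 18 without the T5 libraries. With 10 splits of the libraries per pair, the splits are too few for a share under 0.05. The highest other split gave 0 for Q79K-W80R against T15 and against T5, 2 for Q79K-W80R against T1, 1 for T15 against T1, 32 for T5 against T15 and 496 for T5 against T1. As many genes as in the real split came from 1 split of 10 in 4 pairs, and from 2 of 10 in T5 against T1 and T5 against T15. The split with 496 set T1 1, T1 2 and T5 1 against T1 3, T5 2 and T5 3, which points to a structure of these libraries other than the mutant.

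Hsp70Ba, a heat-inducible chaperone with near-identical copies that share reads, was higher in WT than in LP with a Log2FC of 4.55 (adjusted p = 0.0113 from limma, and 0.0743 without the first WT library). It stands out because the signal lies in a gene the paper does not discuss and is above the LP libraries. Its value was 70.0 to 232 in the 3 LP libraries and 3006 to 8847 in the 15 libraries with AKT1. A stronger heat shock response would raise all Hsp70 genes. The share of Hsp70 values at Hsp70Ba was 0.108% to 0.133% in LP and 1.26% to 3.65% in the AKT1 libraries (exact permutation test, p = 0.00122). That test takes single libraries as free to change places, while all LP libraries come from the same line. So its p does not measure a difference between lines. The paper's pUASTattB vector carries an hsp70 promoter, and reads from the transgene may have been counted for this copy. That the AKT1 libraries all exceed LP goes with this, but no read was at hand to test it.

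The median Log2FC of 22 sarcomere genes between the mutants and WT was −1.24, with 2 genes at an adjusted p under 0.05. More ovarian muscle in the WT cell suspensions predicts that nearly all abundant sarcomere genes move together, and 94.7% of those with a mean of at least 50 were lower (18 of 19). This counts signs only. Zasp52, the most abundant at 6506 in WT, and sls were nearly unchanged (Log2FC −0.096 and −0.106), as was bt (0.105). The rest lay between −0.669 (Mlp60A) and −1.605 (Mf). If muscle alone changed, the other cell type lists would stay near 0, and the lowest of nerve, hemocyte, fat body and trachea was fat body with −0.48. By exact permutation tests on list means, however, trachea rose by 0.44 (p = 0.0110, adjusted p = 0.0747) and the midgut list moved most, by −2.63, with a wide spread within WT (p = 0.110, adjusted p = 0.208), while the rise of the 2 spermatheca genes by 1.52 (p = 0.00220, adjusted p = 0.0374) comes from SPR alone, as Hr39 did not rise (Log2FC −0.33), so with the midgut list unsettled muscle alone and a wider change of cell types cannot be told apart. The sarcomere median was −1.29, −0.62 and −1.70 without the first, the second and the third WT library, and a lower expression of muscle genes by the ovary in the mutants, as the design allows, was not tested and stays open.

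Genes lower in the mutants were also lower in LP than in WT. If chance values of single WT libraries were the cause, LP would not differ from a WT library that took no part in the selection. The difference was −0.14 over 11 genes with the first WT library held out, −0.39 over 65 with the second and −0.32 over 35 with the third. In each turn more genes were lower than higher in LP (10 of 11, 40 of 65 and 22 of 35), and the 1 gene that was not lower draws the first mean towards 0. But each turn rests on 1 WT library, and a difference shared by all WT libraries would remain in the one held out. So chance in the WT libraries, another difference that they share and an effect of WT AKT1 cannot be told apart. No gene of the set is on the sarcomere list, so the set without that list gives the same −0.89 and the test of muscle content says nothing.

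Q79K-W80R had more DEGs against WT than the other mutants. Its libraries are deeper, but among genes with a mean of at least 500, where depth limits little, it still had 656 DEGs against 42 in the next mutant, a ratio of 15.6. Its libraries also lie closer together, but with the spread pooled over 18 libraries it had 1227 against 530 in T1, a ratio of 2.32. The first value argues against depth alone and the second against spread alone. No test removed both, so depth and spread together were not tested. A stronger effect of this form, which the design names, and another difference shared by its libraries stay open.

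For the mutants against WT, 1 of 100 splits drawn gave as many DEGs, the real one with 222. This share treats single libraries as free to change places, so it cannot exclude chance. Libraries of a line go together, and the Q79K-W80R libraries as the group of 3 gave 58, so the splits do not exclude a chance difference shared by the WT libraries, and without WT 1 there were 23. The highest other split gave 211, with WT 2, WT 3 and T1 2 as the group of 3, the 3 libraries highest in midgut enzymes, while of the 8 other splits drawn with 2 WT libraries 1 gave 15 and the rest 0, so a division of the libraries other than genotype gave nearly as many DEGs. With the midgut values as a covariate the real split gave 226, and 165 of the 222 were among them. For 3 against 3 libraries the 10 splits are too few for a share under 0.05, and the real split and the highest other gave 38 and 1 for WT against LP, 28 and 1 for T15, 65 and 1 for T5, 1369 and 2 for Q79K-W80R, and 0 and 5 for T1, where all 10 of 10 splits gave at least 0.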

How the results depend on the processing

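The midgut covariate, the fits without WT 1 and T1 3 together, the counts between mutants with single libraries left out, the fit of all 18 libraries for the proteins and the correlations over Supplemental Tables S7 and S8 were chosen only after the results were seen.

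Of 371 counts and values under the alternatives, 220 stayed the same, 3 passed the test only there and 148 moved by over 1.5 times or by more than their spread. Of 21336 values of single genes, 19886 kept their direction and their side of the threshold, 820 no longer passed, 624 passed only under the alternative and 6 reversed. Of 2394 list results these numbers were 2156, 162, 70 and 6. DEGs between Q79K-W80R and WT stayed within 1.5 times of 1369 under every alternative, from 940 to 1643 with single libraries left out. In the other comparisons the counts depend on single libraries and on the spread estimate, with 5 to 139 for WT against LP, 23 to 351 for the mutants against WT, 0 to 720 for T1, 0 to 285 for T15 and 1 to 506 for T5.

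With all 18 libraries in the fit the counts were 135 for WT against LP, 714 for the mutants, 530 for T1, 106 for T15, 464 for T5, 26 for the genes common to the mutants and 51 for the proteins. Without a filter they were 66 for WT against LP, 4 for T1, 98 for T5 and 2 for the common genes. Without a trend they were 17 for WT against LP, 6 for T1, 17 for T15 and 15 for T5. A mean of at least 50 gave 4 for T1 and 18 for T5, quantile normalization 3 and 106, and a pseudocount of 0.5 gave 35 for T5. The replicate block, as a pairing, gave 4 for WT against LP, 166 for T15 and 185 for T5. Apart from WT with T15 the libraries share only a number, and the other counts stayed within 1.5 times under the block, with the mutants at 189 and Q79K-W80R at 1358. With T15, T5 or Q79K-W80R left out, the mutants had 684, 77 and 42 DEGs. The midgut covariate gave 20 for WT against LP. Without WT 1 and T1 3 there were 15 for the mutants and 4 for T1. A fit of all 18 libraries takes its spread from more libraries. For the other alternatives the cause was not tested.

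With single libraries left out, DEGs ranged from 7 to 2092 for T15 against T1, 7 to 845 for T5 against T1, 26 to 390 for Q79K-W80R against T1, 1 to 141 for T5 against T15, 90 to 683 for Q79K-W80R against T15 and 12 to 28 for Q79K-W80R against T5. The mean of the down set in LP ranged from −1.10 to −0.79 and that of the up set from 0.17 to 0.41. The held-out difference was −0.28 for the down genes and −0.02 for the up genes on average. The genes of Supplemental Table S6 were chosen with all WT libraries, so nothing is held out for them, and their −0.89 and 0.29 are the plain means of LP minus WT. Over the genes called in both, the correlation of RNA and protein did not pass, while it passed over all tested proteins of Supplemental Table S2 (r = 0.338) and over Supplemental Table S7 (r = 0.422), which hold more genes.

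Gene lists that passed camera numbered 13, 13, 13, 13, 11 and 17 for WT against LP, the mutants, T1, T15, T5 and Q79K-W80R, and 0 in each with an estimated correlation, while fry passed 0, 5, 0, 5, 1 and 23 of 38. With single libraries left out they ranged from 7 to 14, 11 to 15, 10 to 17, 9 to 13, 9 to 17 and 16 to 19. Reversed list medians were those of the mitochondrial ribosome without WT 2 (−0.11 for WT against LP, 0.15 for T1, 0.10 for T5 and 0.14 for Q79K-W80R) and without T1 1 (0.12 for T1), and of the heat shock list in T15 without WT 3 (−0.0493). Over the libraries left out, the first list reached 0.177 for WT against LP, −0.166 for T5 and −0.153 for Q79K-W80R without WT 3 and −0.157 for T1 without T1 2, and the heat shock list reached 0.450 without WT 2. With LP as the reference for the mutants, mt:ND2 (1.04), Idh (−0.35), Baldspot (0.0725), Hsp83 (−0.00870) and dpr17 (0.41) reversed, since LP and WT differ in these genes. Yp1 in Q79K-W80R reversed under quantile normalization (0.56), and the cause was not tested.

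The edgeR and DESeq2 alternatives were not run, since whole reads could not be had back from the deposited values. The genes common to the mutants numbered 0 here, so the metagene over them has no value. No scaling moved the median Log2FC by more than 0.1. Depth per library is known only from the value of a single read, so no counting interval is given.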

Differences from the paper's values

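The fit of all 18 libraries for the proteins was chosen only after the values were seen, while every other alternative named here was set before the data were examined. Counts are at the paper's thresholds. The paper's test was DESeq2 and the test here is limma. The base means in the paper's tables cover all 18 libraries, so its spread may come from all 18, which the paper does not state. The main fits here use only the compared libraries, so the fit of all 18 libraries may be nearer to the paper's in that respect.

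For WT against LP, the paper's number of DEGs at the adjusted p alone is 657, and 38 were found here. With the fold threshold the paper's value is 296 against 38, with the paper's 231 higher against 32 and the paper's 65 lower against 6. No alternative brings the first 3 of these within 1.5 times of the paper's value, the nearest for the 296 being 139 without the third WT library and 135 with all 18 libraries in the fit. For the lower genes, the fit without the third WT library gave 50, within 1.5 times, and the other alternatives did not.

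For the mutants against WT, the paper's values are 1082 DEGs at the adjusted p alone and 624 with the fold threshold, 353 higher and 271 lower, against 384, 222, 124 and 98 here. With all 18 libraries in 1 fit, the counts were 1273, 714, 411 and 303, and the fit without T15 gave 974, 684, 428 and 256, all within 1.5 times of the paper's values. The other alternatives did not come within 1.5 times.

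For single mutants the paper shows about 840 DEGs for T1, about 400 for T15 and about 740 for T5 (Fig. 5C, read by eye), against 0, 28 and 65 here. For T1, 963 genes had an unadjusted p under 0.05 in limma. The fits without the third T1 library (720), without the second WT library (285 for T15) and without the second T5 library (506) came within 1.5 times, and the other alternatives did not. The count for Q79K-W80R is within 1.5 times of the figure. The paper states that T15 had the fewest DEGs, and here T1 had the fewest (0), while in the fit of all 18 libraries T15 had the fewest (106). The paper states that lower genes prevail in T15, and here 21 were higher and 7 lower, while at an unadjusted p under 0.05 with the same fold 152 were higher and 380 lower. Lower genes prevailed with all 18 libraries in the fit (44 higher, 62 lower) and with the replicate block (54 and 112).

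The paper's number of genes common to the mutants is 79, and 0 were found here, with 148 at an unadjusted p under 0.05 and the same fold in limma. Fitting all 18 libraries gave 26 and the fit without a filter 2, so no alternative comes within 1.5 times. The paper's numbers of proteins whose gene is a DEG are 48, with 47 in the same direction, against 11 and 11 here. The alternatives set before, the adjusted p alone (16) and no filter (9), do not come within 1.5 times. Fitting all 18 libraries, chosen after the values were seen, gave 51 and 50, with 46 of the paper's 48 among the 51, so it drops 2 of the paper's.

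The paper names GstD9 and GstE1 among raised glutathione S-transferases. Here, over all mutants, neither passed (Log2FC 0.48 and 0.40, adjusted p = 0.317 for both), nor in the fit of all 18 libraries (0.208 for GstD9), while both passed in Q79K-W80R, and GstE1 passed against LP in place of WT (Log2FC 1.17, adjusted p = 0.00823). GstD2 and GstD5 passed over all mutants. The paper counts Pak3, cib, Map205 and Mhc as DEGs for T5 and Q79K-W80R. Here Pak3, cib and Map205 passed in Q79K-W80R and not in T5 (adjusted p = 0.111, 0.0855 and 0.0696). In T5 all 3 passed without the second T5 library, and cib also with all 18 libraries in the fit, where Map205 reached the adjusted p but not the fold threshold (Log2FC 0.56). Mhc passed in neither (0.148 and 0.761), and in Q79K-W80R it passed without the third WT library (0.0304).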

Other observations

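The analysis of where DEGs lie was planned, and no test in this part was chosen only after the result was seen.

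In Q79K-W80R, some genes of stress signaling and the cell death activators rpr and hid were higher than in WT. puc, the phosphatase that JNK signaling induces, was 2768 ± 21.4 (SD, n = 3) against 1351 ± 117 in WT (Log2FC 1.04, adjusted p = 0.000323 from limma). rpr and hid had a Log2FC of 2.99 and 1.31 (adjusted p = 0.000799 and 0.00288), and hid did not pass in the fit of all 18 libraries (0.0700). Of 14 immediate early and JNK genes, 9 were higher and 1 lower (10 and 1 when adjusted over the list alone), with an adjusted p of 0.000471 in camera and 0.516 with an estimated correlation. The mean log2 value of this list was 9.03 in Q79K-W80R, 9.01 in T1 (SD 0.71), 8.58 in T5, 7.97 in T15 and 8.13 in WT. So a higher mean of the list was not particular to Q79K-W80R. The cochaperone stv was 5013 ± 154 against 2094 ± 644 (Log2FC 1.31, adjusted p = 0.00538). Of 16 heat shock genes, 7 were higher and 0 lower (12 and 0 when adjusted over the list alone), with an adjusted p of 0.000292 in camera and 0.566 with an estimated correlation.

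Some genes of ecdysone signaling were lower in Q79K-W80R. The nuclear receptor Hr3 was 1311 ± 159 against 3510 ± 209 in WT (Log2FC −1.43, adjusted p = 0.000229), and Eip78C, another ecdysone-induced receptor, was 82.2 ± 15.3 against 375 ± 50.4 (Log2FC −2.18, adjusted p = 0.000363). spo, an enzyme of ecdysone synthesis, had a Log2FC of −0.87 (adjusted p = 0.000439). Of 18 genes of the list, 4 were higher and 9 lower (4 and 10 when adjusted over the list alone), with an adjusted p of 0.0282 in camera, 0.0868 without the third WT library and 0.478 with an estimated correlation. Eip78C was 175 ± 11.9 in LP, between WT and Q79K-W80R. Yp3, a yolk protein, was 95767 ± 5663 against 216352 ± 39908 (Log2FC −1.16, adjusted p = 0.00257), and under quantile normalization it did not pass (0.0931).

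A region linked to the fly lines would gather DEGs between the mutants and WT on 1 chromosome arm or side by side. The highest odds ratio of an arm was 1.36 (3R), and the others were 1.03 (X), 0.934 (2R), 0.893 (2L) and 0.766 (3L). Of 215 DEGs with a known place, 40 had another that changed in the same direction within 50 kb, against a median of 28 in 10000 random draws, of which 94.61% were lower. The odds ratios argue against a region that fills most of an arm, while the number of neighbors lies at the upper end of the draws, so smaller groups of neighbors stay open.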
